# H3K9 methyltransferases and demethylases control lung tumor-propagating cells and lung cancer progression

**DOI:** 10.1038/s41467-018-07077-1

**Published:** 2018-11-19

**Authors:** S. P. Rowbotham, F. Li, A. F. M. Dost, S. M. Louie, B. P. Marsh, P. Pessina, C. R. Anbarasu, C. F. Brainson, S. J. Tuminello, A. Lieberman, S. Ryeom, T. M. Schlaeger, B. J. Aronow, H. Watanabe, K. K. Wong, C. F. Kim

## Abstract

Epigenetic regulators are attractive anticancer targets, but the promise of therapeutic strategies inhibiting some of these factors has not been proven in vivo or taken into account tumor cell heterogeneity. Here we show that the histone methyltransferase G9a, reported to be a therapeutic target in many cancers, is a suppressor of aggressive lung tumor-propagating cells (TPCs). Inhibition of G9a drives lung adenocarcinoma cells towards the TPC phenotype by de-repressing genes which regulate the extracellular matrix. Depletion of G9a during tumorigenesis enriches tumors in TPCs and accelerates disease progression metastasis. Depleting histone demethylases represses G9a-regulated genes and TPC phenotypes. Demethylase inhibition impairs lung adenocarcinoma progression in vivo. Therefore, inhibition of G9a is dangerous in certain cancer contexts, and targeting the histone demethylases is a more suitable approach for lung cancer treatment. Understanding cellular context and specific tumor populations is critical when targeting epigenetic regulators in cancer for future therapeutic development.

## Abstract (web summary)

The effects of epigenetic regulators on different tumor cell populations can affect their potential as anticancer targets. In this study, the authors demonstrate that the histone methyltransferase G9a is a suppressor of lung tumor-propagating cells and tumor progression, acting through chromatin modification with MMP10 as one of its targets for metastasis regulation.

## Introduction

Tumors are phenotypically heterogeneous, containing cells with widely different disease-promoting potential. The most aggressive cells exhibit regenerative and proliferative behaviors associated with tissue progenitor cells and are often referred to as cancer stem cells or tumor-propagating cells (TPCs). We previously identified TPCs in the *Kras*^*LSL*^ *p53*^*flox/flox*^ (hereafter referred as *Kras;p53*) mouse model of lung adenocarcinoma. Sca-1 (stem cell antigen-1, also *Ly6a*) and CD24 enriched for a population of cells with enhanced transplantation efficiency^1^, and greater metastatic potential^2^. A combination of CD24, ITGB4 (integrin β4), and high Notch receptor expression has also been used to isolate TPCs from this model^3^. These approaches have made it possible to investigate why TPCs behave differently compared to other tumor cells.

Chromatin-modifying and/or chromatin-interacting proteins, often referred to as epigenetic regulators, play essential roles in delineating cell fate and governing the behavior of stem or progenitor cells. Epigenetic regulators are frequently amplified, mutated, or mis-regulated in cancer, often playing important roles in tumorigenesis, and have thus become the focus of an entire field of therapeutic discovery^4,5^. G9a and Glp (also *Ehmt2* and *Ehmt1*, respectively) are histone methyltransferases (HMTs) that catalyze the mono-methylation and di-methylation of histone H3 lysine 9 (H3K9). These enzymes are known for regulating embryonic stem cell differentiation, particularly into neuronal lineages^6,7^, and have also been linked to cancer, where G9a is mutated or amplified at a low frequency in a variety of tumors^8^. The majority of studies describe G9a as an oncogene, finding G9a to have pro-proliferative and pro-epithelial–mesenchymal transition (pro-EMT) functions^9–12^. These results have spurred the development of chemical inhibitors of G9a/Glp in the hope that they could be used as anticancer therapeutics^13–15^. Chromatin modifications are dynamically regulated, and multiple lysine demethylases (KDMs) can remove H3K9 methylation, including Kdm3a (also Jmjd1a, JHDM2a) and Phf8^16,17^. These enzymes have been linked to tumorigenesis and stem cell behavior in other tissues^18–20^, making them plausible candidates to regulate these phenotypes in the lung. However, a specific role for H3K9 methylation regulators in progenitor cell behavior in lung cancer has not been explored.

By screening for regulators of TPC surface markers, we identify the H3K9me1/2 HMTs G9a and Glp as TPC suppressors; depleting G9a during tumorigenesis expands the TPC population and accelerates disease progression. Inhibiting or depleting G9a upregulates genes associated with mutant KRAS and extracellular matrix (ECM) regulation, and depleting these genes or overexpressing G9a impedes tumor transplantation. Depleting or inhibiting H3K9me1/2 KDMs impairs the TPC phenotype, revealing this a possible means to further develop a lung adenocarcinoma therapeutic.

## Results

### G9a/Glp inhibition drives cells towards the TPC phenotype

To determine which molecular pathways regulate lung adenocarcinoma TPCs, we tested a library of stem cell-regulating small molecules (Table 1). We screened a TPC-like cell line, CK1750^2^, for changes in the surface antigens Sca-1 and CD24, reasoning that changes in these markers could correspond to changes in TPC activity. Multiple compounds increased the levels of at least one TPC antigen (Fig. 1a, Supplementary Fig. 1a), and we focused on characterizing the effect of the molecule that increased Sca-1 the most significantly (1.8-fold vs. dimethyl sulfoxide (DMSO), *P* = 0.0015, *t* test), UNC0638. UNC0638, a potent specific inhibitor of the H3K9 mono-methyltransferase and di-methyltransferases Glp and G9a^21^, increased Sca-1 in multiple adenocarcinoma cell lines, with a greater difference in lines with low endogenous Sca-1 levels, TM1 and TnM2 (Fig. 1b, Supplementary Fig. 1b). UNC0638 also increased *Sca-1* mRNA (2.1-fold, *P* = 0.036, 19.8-fold, *P* = 0.0005, and 104.3-fold, *P* = 0.0001, *t* test), implying that higher Sca-1 levels were due to upregulated transcription (Fig. 1c).

**Table 1:** Composition of the Stem Cell Chemical Library used for screening lung adenocarcinoma TPCs

Compound	Mechanism	Compound	Mechanism
CCPA	A1+	Compound W	Notch
SQ22536	Acase−	DAPT	Notch
Forskolin	Acase+	DLPC	nr2a5
SR1	ahr−	2-Phospho-l-ascorbic acid	P
ITE	AHR+	IPA-3	Pak−
ABT 702 dihydrochloride	AK−	EB-47	parp1−
KP372-1	AKT−	DMPQ dihydrochloride	pdgf r inh
(+)-JQ1- 1 mg	BET−	SU6656	pdgf/fgf/vegf r inh
Dorsomorphin	bmpr−	Mycophenolate mofetil	PDH2
CITCO	CAR	PS48	PDK1
Indomethacin	cox	16,16-Dimethyl prostaglandin E2	PGE2
AMD3100	cxcr4−	GDC-0941	pi3k
FCCP	decoupl	PI-103	pi3k− mtor− dnapk−
A77 1726	dhodh	cAMPS-Rp	PKA−
RG 108	DNMT	GSK 0660	PPARd−
5-Aza-2′-deoxycytidine	DNMT−	BADGE	pparg−
5-Azacytidine	DNMT1−	GW9662	PPARg−
SGC 0946	DOT1L−	Troglitazone	pparg+
AG 1478	EGFR	AM 114	Proteasome
Erlotinib	egfr−	NSC 23766	RAC
GSK126	EZH2−	BMS 493	RAR+
PF 573228	FAK	BMS195614	RARa−
PD161570	fgfr−	AM580	RARa+
UNC 0638	g9a inh	AC 261066	RARb+
Dexamethasone	gc	CD2665	RARbg−
Depudecin	HDAC−	BMS 961	RARg+
Sodium butyrate	HDAC−	y27632	rock−
Trichostatin A	HDAC−	Blebbistatin	rock/mlck
Valproic acid	HDAC−	BI-D1870	RSK
GANT 61	HH−	W146	s1p1−
Purmorphamine	HH+	SEW2871	s1p1+
20(*S*)-Hydroxycholesterol	HH+	Splitomycin	sirp2−
IOX2	HIF+	ex527	sirt1−
IKK16	IKK	agk2	sirt2−
Revstarol	jak 3/2/1 inh	A83-01	tgfb−
cp690550	jak−	repsox	tgfb− alk5−
Tranylcypromine HCl	LSD1−	IDE-1	TGFb+
PD98059	MAPK	SB431542	tgfb1
Nutlin	mdm2 inh	TLR3/dsRNA complex inhibitor	tlr3 inh
PD0325901	MEK	MLS000389544	TR−
Rapamycin	mtor	1–850	TR+
Honokiol	nfkb−	3,3′,5-Triiodo-l-thyronine sodium salt	TR+
Betulinic acid	nfkb+	RN 1734	TRP channels
SNAP	NO	ZM 306416 hydrochloride	vegf r inh
DETA NONOate	NO+	IWP-2	wnt−
l-NAME	NOS−	XAV 939	Wnt−
		CHIR99021	wnt+gsk−

**Fig. 1:**
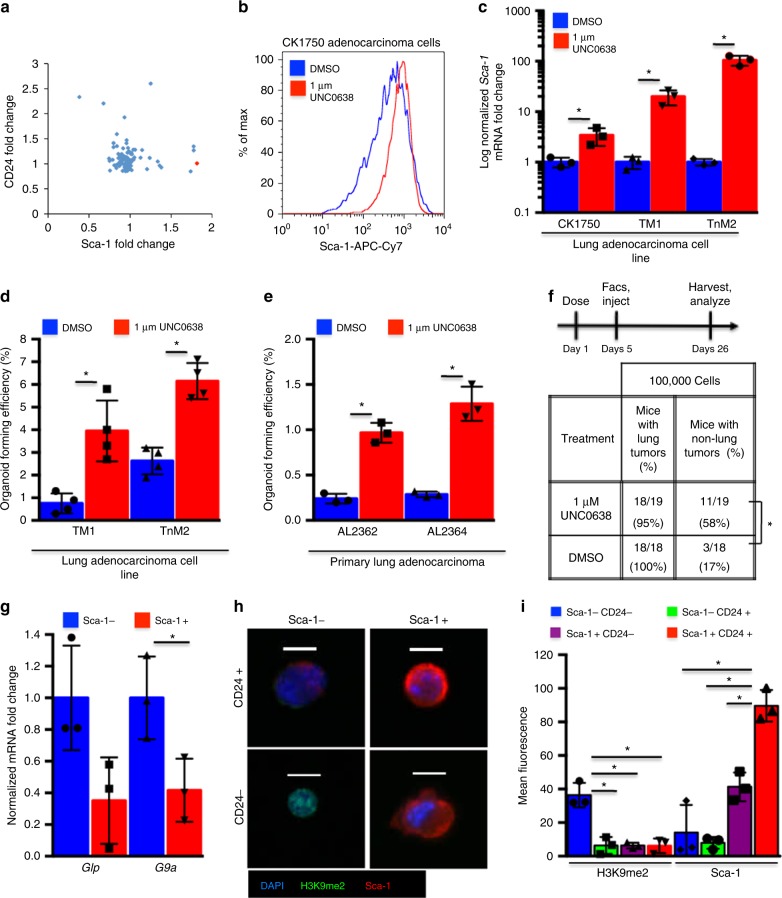
G9a/Glp inhibition drives cells towards the TPC phenotype. **a** Scatter plot of fold change in median fluorescence of drug-screened CK1750 cells labeled with fluorescent anti-CD24 and anti-Sca-1 antibodies. Each point represents an individual compound, red = UNC0638, blue = other compounds. **b** Representative (*n* = 5) FACS histogram of Sca-1 fluorescence of lung adenocarcinoma cells following 96 h. treatment with 1 µM UNC0638 or vehicle control, gated for live single cells. **c** qPCR of *Sca-1* mRNA normalized to *Gapdh* from adenocarcinoma cells following 96 h. treatment with 1 µM UNC0638 or vehicle control. Error bars denote standard deviation. *P < 0.05, *t* test, *n* = 3. **d** Bar chart of % of cells forming organoids 10 days after 1000 adenocarcinoma cells were plated in 3D culture with 1 µM UNC0638 or DMSO following 96 h. pre-treatment with UNC0638 or DMSO control. Error bars denote standard deviation. *P < 0.05, *t* test, *n* = 3. **e** Representative bar chart of % of cells forming organoids 10 days after 5000 single cells isolated from a primary adenocarcinoma were plated in 3D culture with 1 µM UNC0638 or DMSO. Error bars denote standard deviation. *P < 0.05, *t* test, *n* = 3 technical replicates. **f** Experimental design of G9ai in intravenous transplantation assay, and table of tumor incidence in recipients of UNC0638-treated or DMSO-treated adenocarcinoma cells by intravenous injection. *P < 0.05, Fisher’s exact test. **g** Bar chart of mRNA abundance of *G9a* and *Glp* normalized to *β-Actin* in Sca-1+ cells (TPCs) relative to Sca-1− cells (non-TPCs) from FACS-sorted primary adenocarcinomas, gated for single, live, CD31−, CD45− cells. Error bars denote standard deviation. *P < 0.05, *t* test, *n* = 3. **h** Representative (*n* = 3) images of isolated lung adenocarcinoma cells sorted by CD24 and Sca-1, gated for live, single, CD31−, CD45−, Epcam+ cells after cytospin and immunostained for the indicated markers. Scale bar = 20 µm. **i** Quantification of H3K9me2 and Sca-1 immunostaining of isolated lung adenocarcinoma cells sorted by CD24 and Sca-1, gated for live, single CD31−, CD45−, Epcam+ cells. Error bars denote standard deviation. *P < 0.05, *t* test, *n* = 3

We have previously demonstrated that CD24 and Sca-1 mark a population enriched in TPCs^1,2^. To further explore the effects of G9a/Glp inhibition (hereafter referred as G9ai) on tumor-propagating ability, we modeled this phenotype with primary adenocarcinoma cells in Matrigel air–liquid interface cultures. Sca-1+CD24+ cells formed organoids at a higher rate than other primary tumor populations (5.8 vs. 3.1, 3.3, and 1.9%, *P* = 0.002, *P* = 0.0007, *P* = 0.0002, *t* test), demonstrating that more efficient in vitro organoid formation correlates with a TPC-enriched population (Supplementary Fig. 1c). G9ai of Sca-1-low adenocarcinoma cell lines increased the proportion of Sca-1-expressing cells and led to increased organoid-forming efficiency (3.95 vs. 0.75%, *P* = 0.004 and 6.1 vs. 2.7%, *P* = 0.025, *t* test) (Fig. 1d). G9ai of unsorted primary adenocarcinoma cells in 3D culture also increased organoid formation (0.97 vs. 0.25%, *P* = 0.027, 1.32 vs. 0.29%, *P* = 0.03, *t* test) (Fig. 1e) and resulted in more Sca-1+ cells when cultures were analyzed at the experimental endpoint (Supplementary Fig. 1d). To further demonstrate that G9ai could promote a TPC phenotype, we inhibited Sca-1-low adenocarcinoma cell lines and intravenously injected them into immunocompromised (nude) recipient mice (Fig. 1f, Supplementary Fig. 2a). At the experimental endpoint, we detected lung tumors in the recipients of both G9ai and vehicle control-treated cells (Fig. 1f, Supplementary Fig. 2b). However, mice that had received G9ai cells more frequently presented with tumors outside the lung (thoracic lymph nodes, aorta, subcutaneous) (58 vs. 17%, *P* = 0.017, Fisher’s exact test) (Fig. 1f, Supplementary Fig. 2b), demonstrating that G9ai can also promote a more tumorigenic TPC phenotype in vivo.

Our findings that lower G9a and H3K9me2 were associated with TPCs and that G9ai can increase the tumorigenicity of cancer cells appeared to contrast with other studies, suggesting that G9a is oncogenic^9–12^. Although 1 µM UNC0638 (the concentration used in our assays) did not affect cell proliferation or survival (Supplementary Fig. 2c, d), higher concentrations (5 and 10 µM) resulted in significant decreases (optical density (OD) 600 1.16 vs. 0.74, 0.09, *P* = 0.002, <0.001, *t* test, Supplementary Fig. 2d). This was in line with previous findings describing G9 as a pro-proliferative^10,12^, and shows how without considering cellular context and tumor heterogeneity, G9ai could be considered as a potential anti-oncogenic treatment.

As enzymatic inhibition of G9a/Glp could promote TPC characteristics in adenocarcinoma cells, we hypothesized that less G9a/Glp or deregulated H3K9me1/2 could be an intrinsic TPC property. Re-analysis of our previous gene expression data comparing *Kras;p53* TPCs vs. non-TPCs^2^ indicated that *G9a*, but not *Glp*, was significantly downregulated in the TPC-enriched population (0.41-fold, *P* = 0.037, *t* test) (Fig. 1g), suggesting that reduced G9a levels may be important to lung TPCs. To confirm this association, we stained global H3K9me2 and Sca-1 in sorted lung adenocarcinoma populations. We found that global H3K9me2 was significantly higher in the least tumorigenic, Sca-1−CD24− cell population than in the CD24+Sca-1-, CD24-Sca-1+ and CD24+Sca-1+ populations (36.3 fluorescent units vs. 6.4, 4.8, 6.2, *P* = 0.004, *P* = 0.003, and *P* = 0.004, *t* test), while Sca-1 was significantly higher in the Sca-1+CD24+ population compared to all the others (89.5 vs. 14.0, 9.6, 33.4, *P* = 0.003, *P* = 0.003, and *P* = 0.013, *t* test) (Fig. 1h, i). These data show an inverse association between Sca-1, TPC, and H3K9me2, suggesting that H3K9 demethylation may be a feature of, or a prerequisite for, lung adenocarcinoma TPCs and tumor progression and metastasis.

### G9a depletion promotes tumor progression and metastasis

Historically, TPCs have largely been studied ex vivo using surface markers and transplantation experiments. Identification of G9a as a TPC-regulating enzyme allowed us to test its function, and the role of TPCs more broadly, in tumorigenesis in situ. We utilized bi-functional Cre-U6shRNA lentiviral vectors to knockdown G9a only in the induced tumors of *Kras;p53* recipient mice (Fig. 2a, Supplementary Fig. 3a). At the experimental endpoint, recipients of *shG9a* lentivirus had remarkably progressed disease compared to *shLuciferase* controls, with significantly increased tumor number (*P* = 0.0005, *t* test) and tumor burden (Fig. 2b, Supplementary Fig. 3b). Histological examination of tumors revealed that *shG9a* recipients had significantly advanced disease (*P* < 0.0001, *χ*^2^ test), with the majority of mice presenting aggressive, poorly differentiated, grade 4 tumors, while the majority of control mice had only grade 2 tumors (Fig. 2c, Supplementary Fig. 3c). Quantitative PCR (qPCR) of isolated tumor cells and immunostains of lung tumor sections from these mice confirmed that G9a was significantly depleted in *shG9a* recipient tumors compared to controls (Supplementary Fig. 3d, e). Although we sacrificed mice in the same time frame for comparison, *shG9a* mice grew sicker more quickly than controls (*P* = 0.017, Mantel–Cox log-rank test), suggesting that G9a depletion was not simply selecting for escaped, more aggressive tumor cells (Supplementary Fig. 3f). Proliferation was not altered in endpoint *shG9a* tumors; similar proportions of cells stained for Ki67 in *shG9a* and control tumors (21.1 vs. 14.6%, *P* = 0.45, *t* test) (Supplementary Fig. 4a, b).

**Fig. 2:**
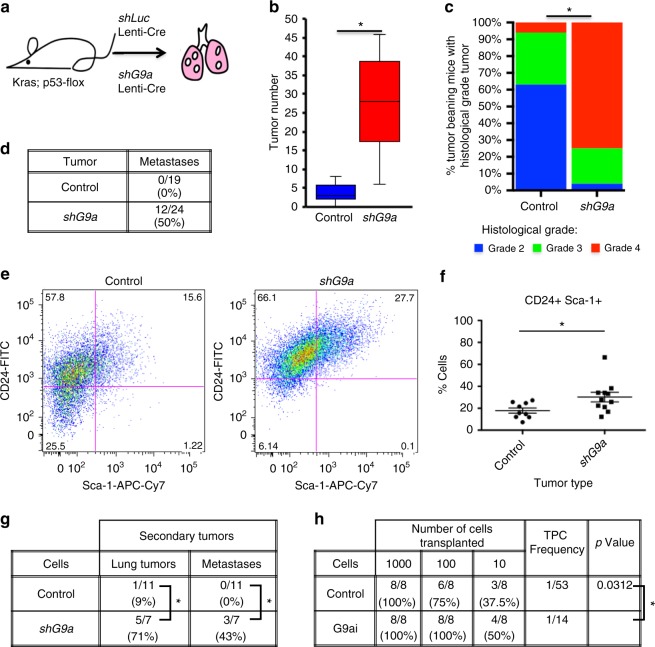
G9a depletion expands the TPC population and promotes tumor progression and metastasis. **a** Cartoon of experimental design to deplete G9a in Cre-induced adenocarcinomas. **b** Box and Whisker plot of tumor number per mouse, in recipients of control and *shG9a* lentiviruses. Boxes represent inner quartiles, center line = median, whiskers = 1.5 × IQR. *P < 0.05, Mann–Whitney test. **c** Bar chart of tumor grade/mouse of control and *shG9a* recipients. *P < 0.05, *χ*^2^ test, *n* = 16 and *n* = 24 mice, respectively. **d** Table of metastasis occurrence in the recipients of control and *shG9a* lentiviruses. *P < 0.05, Fisher’s exact test. **e** Representative FACS plots of dissociated tumors from control (*n* = 9) and shG9a (*n* = 11) recipients, gated for live, single, CD31−, CD45−, Epcam+ cells. **f** Chart showing the median proportion of CD24+Sca-1+ TPCs in control and shG9a tumors determined by FACS. Each data point represents tumors from an individual mouse. *P < 0.05, Mann–Whitney test. **g** Table of secondary tumor and metastasis incidence and location in recipients of orthotopically transplanted control and *shG9a* tumor cells. *P < 0.05, Fisher’s exact test. **h** Table of tumor incidence and TPC frequency in recipients of control or G9ai adenocarcinoma cells in limiting dilution assay. TPC frequency and *P* value (*χ*^2^) were calculated by ELDA software

Further analysis of *shG9a Kras;p53* mice supported our prediction that *shG9a* would correlate with more metastasis, as we previously found that CD24+Sca-1+ cells give rise to significantly more metastases after orthotopic transplantation compared to other tumor cell populations^2^. Indeed, metastases were observed in the thoracic pleura and lymph nodes in a significantly higher proportion of *shG9a Kras;p53* primary mice compared to controls (50 vs. 0%, *P* = 0.0003 and 25 vs. 0%, *P* = 0.0265, Fisher’s exact test, Fig. 2d). Furthermore, fluorescence-activated cell sorting (FACS) of metastases from *shG9a Kras;p53* mice or *Kras;p53* mice with tumors initiated with Adeno-Cre revealed that they almost entirely consisted of CD24+Sca-1+ TPCs (Supplementary Fig. 4c–e). Together, the data suggest that G9a depletion can drive lung adenocarcinoma progression and promote metastasis.

### G9a depletion expands the TPC population in vivo

FACS analysis of dissociated tumors revealed differences in the sub-populations of *shG9a* and control tumors. We found a 1.8-fold significant increase in the CD24+Sca-1+ cell population, previously shown to be enriched in TPCs^2^, in *shG9a* tumors (27.7 vs. 15.6%, *P* = 0.0185, Mann–Whitney test) and a corresponding decrease in the proportion of CD24−Sca-1− cells (28 vs. 18.2%) (Fig. 2e, f), reinforcing our hypothesis of G9a as a negative regulator of lung TPCs. It has also been previously reported that Notch3 is enriched in lung TPCs and is required for lung TPC function^3^. In line with these findings, we observed a significant increase in tumors with nuclear Notch3 localization in *shG9a* vs. *shLuc* recipients and in mice receiving high titer Cre-Adenovirus, which display more grade 3 and grade 4 tumors than *shLuc* lentivirus controls (49 vs. 10%, *P* = 0.001, 26%, *P* = 0.008, Mann–Whitney test) (Supplementary Fig. 4f, g).

In orthotopic transplantation experiments, recipients of *shG9a* cells more frequently developed lung tumors and metastases (71 vs. 9%, *P* = 0.0095, 43 vs. 0%, *P* = 0.043, Fisher’s exact test) compared to mice that received control *Kras;p53* cells, further confirming that *shG9a* tumors have enriched TPC (Fig. 2g). To show that G9a could directly increase the frequency of TPCs, we used G9ai on wild-type lung adenocarcinoma cells and performed limiting dilution transplantation assays. G9ai cells initiated more tumors at higher dilutions than controls, increasing the estimated TPC frequency (1/14 vs. 1/53, *P* = 0.0312, *χ*^2^ test) (Fig. 2h). These results suggest that G9a loss drives lung adenocarcinoma progression and metastasis by increasing the proportion of TPCs within the tumor.

### G9a controls TPCs through KRAS-associated and ECM-associated genes

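RNA from CK1750 and TnM2, mouse lung adenocarcinoma cell lines, was sequenced after 96 h in 1 µM UNC0638 or in 0.01% DMSO, with media refreshed at 48 h. UNC0638 inhibits G9a and Glp, the H3K9 methyltransferases encoded by Ehmt2 and Ehmt1, and is the G9ai of the text. CK1750 is described by the paper as a TPC-like line made by its authors, and TnM2 as a line with low endogenous Sca-1, obtained from another laboratory. Each line and treatment had 4 libraries, 16 in all, so that each line has its own DMSO control. The mRNA libraries were made with a stranded kit and sequenced as single-end reads on a NextSeq500. The authors aligned the reads to mm9 and counted them per gene with STAR, and made RPKM values with cufflinks. The strand setting of the counting and the gene annotation are not given in the sources used here. The deposited gene counts were used as they are, and RPKM only as an alternative. Total counts per library were 17388557 to 21542187 (median 18951272) for CK1750 with DMSO and 14056541 to 22124537 (median 16194475) with UNC0638. For TnM2 they were 13407824 to 23215066 (median 20278428) with DMSO and 16789983 to 22803460 (median 19183220) with UNC0638. Every pair of libraries within a group differed by more than the sampling noise (chi-square per degree of freedom 2.74 to 20.3), so all were kept as separate libraries. Their log2 CPM correlated at 0.990 to 0.996 across genes. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, in a fit of the 4 group means over the 16 libraries. Genes with low counts were left out, which kept 12607 of 24047 genes. A positive log2 fold change means higher with UNC0638, and CPM values are given as mean ± SD of 4 libraries. Nothing in the sources used here says that the libraries of a group came from separate cultures, and the p-values then measure only the spread between these libraries. The mast cell protease, granzyme, Ly6 and Serpinb genes belong to families of close copies, and their counts may include reads of a relative.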

To understand how G9 controls TPC phenotypes, we sought to identify genes that acutely respond to changes in G9a by using G9ai and H3K9me2 chromatin immunoprecipitation-sequencing (ChIP-seq) and RNA-sequencing (RNA-seq). As has been observed with other cells, we found that H3K9me covered large, Mb-sized genomic domains^22,23^. We did not observe changes in the locations of these domains (Supplementary Fig. 5a), even though global H3K9me2 levels were significantly reduced (Supplementary Fig. 5b), suggesting that G9ai reduced H3K9me2 evenly across the genome. RNA-seq however identified many genes differentially expressed by G9ai (Supplementary Fig. 5c). 

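UNC0638 raised and lowered the expression of many genes in both lines, most of them by small amounts. In CK1750, 1964 genes were higher and 1748 lower at an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment, and in TnM2 1697 were higher and 1658 lower. Of 58 listed genes of the cell cycle, 53 rose in CK1750 and 50 in TnM2 (54 and 52 when adjusted over the list alone), and 5 and 8 did not pass the test. Bub1, a kinase of the spindle checkpoint, had a log2 fold change of 0.92 (standard error 0.08) in CK1750 and 0.54 (0.08) in TnM2. Ccnb2, which encodes a mitotic cyclin, had 0.76 in CK1750 and 0.41 in TnM2, and Mcm6, a part of the replicative helicase, 0.48 in CK1750 and 0.34 in TnM2. Of 25 genes of cholesterol synthesis, 17 fell in CK1750 and 15 in TnM2 (17 and 18 when adjusted over the list alone). Among them, Insig1, a sterol-regulated brake on this pathway, had -0.62 in CK1750 and -0.47 in TnM2, and Lss, lanosterol synthase, -0.35 in CK1750 and -0.43 in TnM2. Tested as a whole against all other genes with camera, the cell cycle list was higher in CK1750 (adjusted p = 3.58e-26) and TnM2 (adjusted p = 1.63e-14), and the cholesterol list lower (adjusted p = 3.68e-07 and 2.58e-06). None of these 4 calls held when the correlation between genes was estimated. For the cell cycle list adjusted p = 0.286 and 0.395 with an estimated correlation, and for the cholesterol list adjusted p = 0.286 and 0.226. Aldh1a1, an aldehyde dehydrogenase that makes retinoic acid, was at 64.8 ± 2.55 CPM with DMSO and 283 ± 18.1 with UNC0638 in CK1750, and at 133 ± 5.45 CPM with DMSO and 408 ± 5.99 with UNC0638 in TnM2. Serpinb9b, a serine protease inhibitor, had a log2 fold change of 3.26 (standard error 0.10) in CK1750 and 2.74 (0.11) in TnM2, and Vip, a secreted neuropeptide, of 3.69 (standard error 0.13) in CK1750 and 1.17 (0.22) in TnM2. Enpp2, which encodes the lysophospholipase D autotaxin, fell from 546 ± 33.5 to 213 ± 35.4 CPM in CK1750 and from 48.1 ± 1.27 to 17.3 ± 1.82 in TnM2. Hmgcs2, the rate-limiting enzyme of ketone body synthesis, had a log2 fold change of -1.39 in CK1750 and -1.26 in TnM2, and Fmo1, a flavin-containing monooxygenase, of -1.98 in CK1750 and -2.42 in TnM2. Across lines, 896 genes rose in both, where 264 would be shared by independent lists (ratio 3.39). Another 749 fell in both, where 230 would be (ratio 3.26, p = 4.05e-258 from Fisher's exact test, two-sided). That test treats genes as independent, which they are not, and the calls of both lines came from a joint fit. The 60 genes that changed in opposite directions include Cd55, a complement regulator, with 0.57 (standard error 0.15) in CK1750 and -0.87 (0.09) in TnM2, and Dkk2, a secreted Wnt modulator, with -0.54 (standard error 0.10) in CK1750 and 2.07 (0.23) in TnM2. For all 60 the difference between lines itself passed the test. The median absolute log2 fold change of the changed genes was 0.32 in CK1750 and 0.31 in TnM2. With a log2 fold change beyond 1 as well, 310 genes had changed in CK1750 and 336 in TnM2, and at an adjusted p under 0.01 2206 and 2023. Across genes, which are not independent replicates, the log2 fold changes of the lines had Pearson's r = 0.571 and Spearman's rho = 0.499, and without the filter on low counts r = 0.142.

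**Figure D1:**
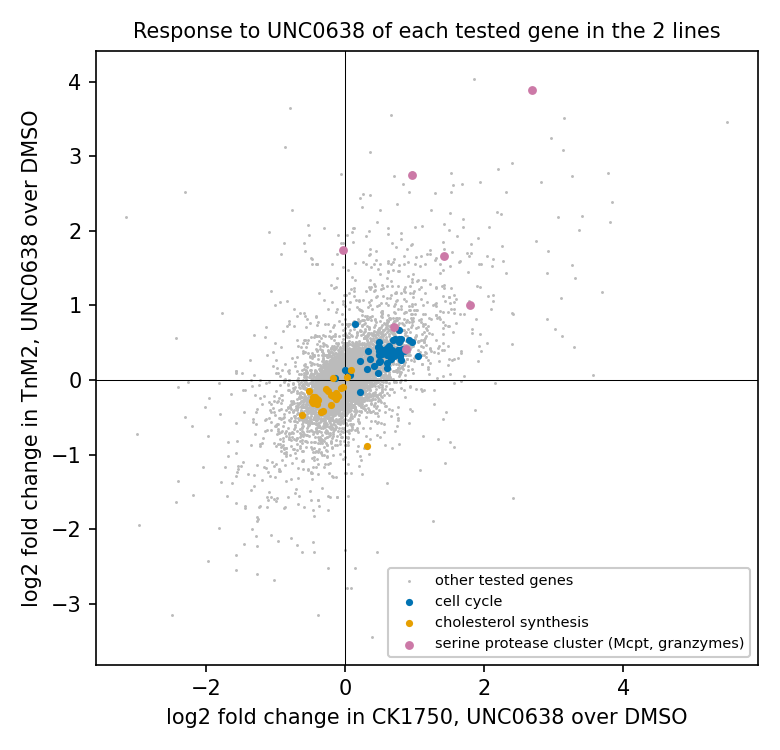
Log2 fold change with UNC0638 over DMSO in CK1750 (horizontal axis) and in TnM2 (vertical axis), 1 point per gene. Grey points are all 12607 tested genes, blue the 58 cell cycle genes, orange the 25 cholesterol synthesis genes and pink the 7 tested genes of the mast cell protease and granzyme cluster; most blue points lie above 0 on both axes and most orange points below 0 on both.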

ChIP-seq showed lower H3K9me2 across the transcription starting sites (TSS) of the RNA-seq genes commonly upregulated across multiple cell lines, and higher H3K9me2 at the commonly downregulated genes (Supplementary Fig. 5d).

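Genes raised by oncogenic KRAS and genes of the ECM were among those higher with UNC0638 in both lines. Of 144 tested genes of a KRAS list, 22 rose in both, where 10.2 would be expected by chance. They include Gpr124, an adhesion receptor, with a log2 fold change of 1.62 (standard error 0.15) in CK1750 and 1.93 (0.14) in TnM2, and Car2, a carbonic anhydrase, with 0.93 (standard error 0.10) in CK1750 and 1.17 (0.08) in TnM2. Of 103 genes of core ECM proteins 21 rose in both, among them Bgn, the proteoglycan biglycan, with 1.40 (standard error 0.06) in CK1750 and 1.85 (0.08) in TnM2. Another is Col8a1, a collagen chain, which rose from 19.2 ± 2.14 to 40.8 ± 1.48 CPM in CK1750 and had a log2 fold change of 1.66 (standard error 0.09) in TnM2. Of 110 genes of ECM regulators, which include proteases and their inhibitors, 22 rose in both, among them Serping1, the C1 inhibitor, with 1.82 (standard error 0.16) in CK1750 and 1.83 (0.16) in TnM2. Of 99 genes of secreted factors 15 rose in both, and of 72 genes of ECM-affiliated proteins 11 did. Il1rn, the secreted interleukin-1 receptor antagonist, rose from 135 ± 7.27 to 212 ± 8.28 CPM in CK1750 and from 208 ± 8.04 to 447 ± 12.3 in TnM2, and Pdgfb, a growth factor, had a log2 fold change of 0.70 in CK1750 and 0.61 in TnM2. Enrichment among the genes that rose in both lines was tested with Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 31 lists. The odds ratio was 2.39 for the KRAS list (adjusted p = 0.00319), 3.40 for core ECM proteins and 3.32 for ECM regulators (both adjusted p = 9.54e-05). It was 2.36 for secreted factors (adjusted p = 0.0182) and 2.37 for ECM-affiliated proteins (adjusted p = 0.0380). Of the 384 genes in any ECM list, 69 rose in both lines (odds ratio 3.02, p = 4.48e-13 from the same exact test). The list with the lowest p of the 31 was the cell cycle, with 49 of its genes higher in both lines (odds ratio 75.2, adjusted p = 2.78e-46), and the KRAS list had the 5th lowest. Fisher's exact test treats genes as independent. The estimated correlation between genes was 0.581 in the cell cycle list and 0.0130 to 0.0823 in the KRAS and ECM lists. With it the cell cycle list did not pass camera (adjusted p = 0.286 in CK1750 and 0.395 in TnM2). Genes of the KRAS and ECM lists were also found among those that fell in both lines, with weaker enrichment. There 16 were in the KRAS list and 44 in any ECM list, where 8.56 and 22.8 would be expected by chance. By the same exact test the KRAS list did not pass there (odds ratio 2.00, adjusted p = 0.0509). Nor did ECM regulators (adjusted p = 0.189), secreted factors (0.189) or ECM-affiliated genes (0.0505). Core ECM proteins passed (2.31, adjusted p = 0.0488), but not in 9 of the 16 settings with 1 library left out. Within a line, members of these lists went both ways as well. Of the KRAS list 32 rose and 33 fell in CK1750, and 39 rose and 27 fell in TnM2 (34 and 35, and 43 and 28, when adjusted over the list alone). The list as a whole did not pass camera in CK1750 (adjusted p = 0.960) or TnM2 (adjusted p = 0.0982). Of the core ECM genes 29 rose and 24 fell in CK1750, and 33 rose and 21 fell in TnM2 (33 and 27, and 35 and 24, when adjusted over the list alone). Of the ECM regulators 36 rose and 16 fell in CK1750, and 31 rose and 22 fell in TnM2 (37 and 16, and 34 and 24, when adjusted over the list alone). Of the secreted factors 22 rose and 22 fell in CK1750, and 26 rose and 14 fell in TnM2 (25 and 25, and 28 and 15, when adjusted over the list alone). Of the ECM-affiliated genes 19 rose and 14 fell in CK1750, and 15 rose and 16 fell in TnM2 (22 and 16, and 21 and 19, when adjusted over the list alone). As wholes, the 4 ECM lists did not pass camera in either line (adjusted p from 0.0720 for ECM regulators in CK1750 to 0.993 for ECM-affiliated genes in TnM2). ECM regulators passed in CK1750 without CK1750 DMSO replicate 1, CK1750 UNC0638 replicate 3 or TnM2 DMSO replicate 1 or 4 (adjusted p from 0.0357 to 0.0487). The enrichment of secreted factors did not pass without TnM2 DMSO replicate 2 (odds ratio 1.96, adjusted p = 0.0856) or TnM2 UNC0638 replicate 3 (2.04, adjusted p = 0.0598). That of ECM-affiliated genes did not pass without TnM2 DMSO replicate 2 (1.79, adjusted p = 0.254) or TnM2 UNC0638 replicate 1 (2.28, adjusted p = 0.0570). Neither passed with DESeq2 in place of edgeR, without the filter on low counts, on log2(RPKM + 1), at an adjusted p under 0.01 or with a log2 fold change over 1 in both lines. The KRAS list was written from general knowledge of such genes and the ECM lists from gene name patterns, and the Molecular Signatures Database was not used here.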

Gene ontology enrichment analysis revealed that the commonly upregulated genes were most significantly enriched in signatures associated with expression of oncogenic KRAS, as well as genes in signatures associated with the ECM, cellular secretion, and the extracellular space (Fig. 3a, Supplementary Fig. 5e). Additionally, the genes enriched within these terms were amongst the individual most upregulated genes, and several genes were present in both the KRAS-associated and ECM terms (Supplementary Fig. 5e). 

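Among the 100 genes with the strongest rise in both lines, ranked by the smaller of the log2 fold changes, 19% belonged to the KRAS list or an ECM list. They include Ctse, Mmp10, Mmp13, Anxa10, Wnt7a, Lcp1, Bgn, Gpr124 and Serping1. Of all tested genes 4.00% belonged to these lists (odds ratio 5.81, p = 1.27e-08, Fisher's exact test, one-sided), and of the genes that rose in both lines 9.26% did (p = 9.65e-04 for the 100 against the rest of these). In the KRAS list were 7 of the 100 and in an ECM list 15. Of the 24 tested genes in both the KRAS list and an ECM list, 8 rose in both lines (odds ratio 6.59, p = 1.66e-04 from the same exact test). These were Anxa10, Mmp10, Wnt7a, Il33, Igfbp3, Plau, Angptl4 and Lif. Il33, an alarmin cytokine, had a log2 fold change of 0.74 (standard error 0.15) in CK1750 and 0.83 (0.08) in TnM2, and Lif, a cytokine that signals through STAT3, of 0.50 (standard error 0.12) in CK1750 and 0.47 (0.11) in TnM2. Igfbp3, which binds insulin-like growth factors, had 0.43 (standard error 0.08) in CK1750 and 0.80 (0.09) in TnM2, and Plau, the urokinase plasminogen activator, 0.45 (standard error 0.08) in CK1750 and 0.45 (0.09) in TnM2. The smallest of the 8 changes was that of Angptl4, a secreted inhibitor of lipoprotein lipase, with 0.22 (standard error 0.05) in CK1750 and 0.32 (0.05) in TnM2. Each of the 8 passed the test in both lines (edgeR, adjusted p under 0.05 after Benjamini-Hochberg adjustment). Igfbp3, Plau, Angptl4 and Lif were named after their values had been seen.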

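Several protease genes, and others such as Anxa10, Lcp1 and Wnt7a, rose strongly with UNC0638. Ctse, which encodes the aspartic protease cathepsin E, was at 17.1 ± 0.752 CPM with DMSO and 77.7 ± 8.38 with UNC0638 in CK1750, and at 25.0 ± 1.52 CPM with DMSO and 119 ± 3.30 with UNC0638 in TnM2. Its log2 fold change was 2.18 (standard error 0.07) in CK1750 and 2.25 (0.07) in TnM2. Mmp10, the matrix metalloprotease stromelysin-2, was at 3.82 ± 0.712 CPM with DMSO and 20.2 ± 2.22 with UNC0638 in CK1750, and at 0.550 ± 0.221 CPM with DMSO and 4.40 ± 0.637 with UNC0638 in TnM2, with a log2 fold change of 2.39 (standard error 0.13) in CK1750 and 2.91 (0.22) in TnM2. Anxa10, an annexin, was at 17.1 ± 0.953 CPM with DMSO and 53.5 ± 8.37 with UNC0638 in CK1750, and at 31.4 ± 3.12 CPM with DMSO and 94.5 ± 4.30 with UNC0638 in TnM2. Mmp13, a collagenase, had a log2 fold change of 1.09 (standard error 0.11) in CK1750 and 1.08 (0.12) in TnM2, and Lcp1, the actin-bundling protein L-plastin, of 1.37 (standard error 0.11) in CK1750 and 1.55 (0.15) in TnM2. Wnt7a, a Wnt ligand, rose in CK1750 by 1.01 (0.10) and in TnM2 by 2.05 (0.09), and the responses of the lines differed by 1.04 (adjusted p = 8.13e-05). Of 7 tested genes of the cluster of mast cell proteases and granzymes, 5 rose in CK1750 and 6 in TnM2 (5 and 6 when adjusted over the list alone). Mcpt2 had a log2 fold change of 0.97 (standard error 0.10) in CK1750 and 2.75 (0.08) in TnM2, Mcpt4 of 2.69 (standard error 0.14) in CK1750 and 3.89 (0.15) in TnM2 and Mcpt8 of 1.42 (standard error 0.16) in CK1750 and 1.66 (0.13) in TnM2. The rises of Mcpt2 and Mcpt4 were larger in TnM2, by 1.79 (adjusted p = 5.19e-08) and 1.20 (adjusted p = 0.00400). Mcpt1 had -0.03 in CK1750 (adjusted p = 0.652) and rose by 1.74 in TnM2, and its responses differed as well (adjusted p = 3.39e-12). Apart from Mcpt1 in CK1750, these genes passed edgeR's quasi-likelihood test in both lines with adjusted p of at most 9.87e-07 (Benjamini-Hochberg). In each of the 8 genes plotted every UNC0638 library lay above every DMSO library of its line (exact permutation test, two-sided, p = 0.0286 for such a separation, the smallest that 4 against 4 libraries allow). The paper took its candidates from the genes most upregulated in its RNA-seq, so this separation is not independent of that choice. The protease cluster as a whole was higher in CK1750 (adjusted p = 2.93e-05 with camera, adjusted p = 0.0609 with an estimated correlation) and in TnM2 (adjusted p = 1.53e-09, and 0.00462 with an estimated correlation). It holds Mcpt2, Mcpt4 and Mcpt8, so the test of the cluster is not independent of the paper's choice either. Among markers of other cell types, Tpsab1, a mast cell tryptase outside this cluster, rose in both lines as well, from 0.183 ± 0.166 to 1.94 ± 0.351 CPM in CK1750 and from 2.84 ± 0.674 to 11.2 ± 0.842 in TnM2 (log2 fold change 3.36 in CK1750 and 2.01 in TnM2, adjusted p = 4.16e-07 and 2.11e-09 from edgeR), and in CK1750 by 4.15 without CK1750 DMSO replicate 3. The other mast cell marker tested, Mrgprb2, a receptor of mast cells, had -0.042 in CK1750 and -0.032 in TnM2 (adjusted p = 0.919 and 0.981 from the same test). Its libraries were at 0.799 to 1.74 CPM in CK1750 and 0.0516 to 0.238 in TnM2. With so few counts a change could hardly be seen, above all in TnM2.

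**Figure D2:**
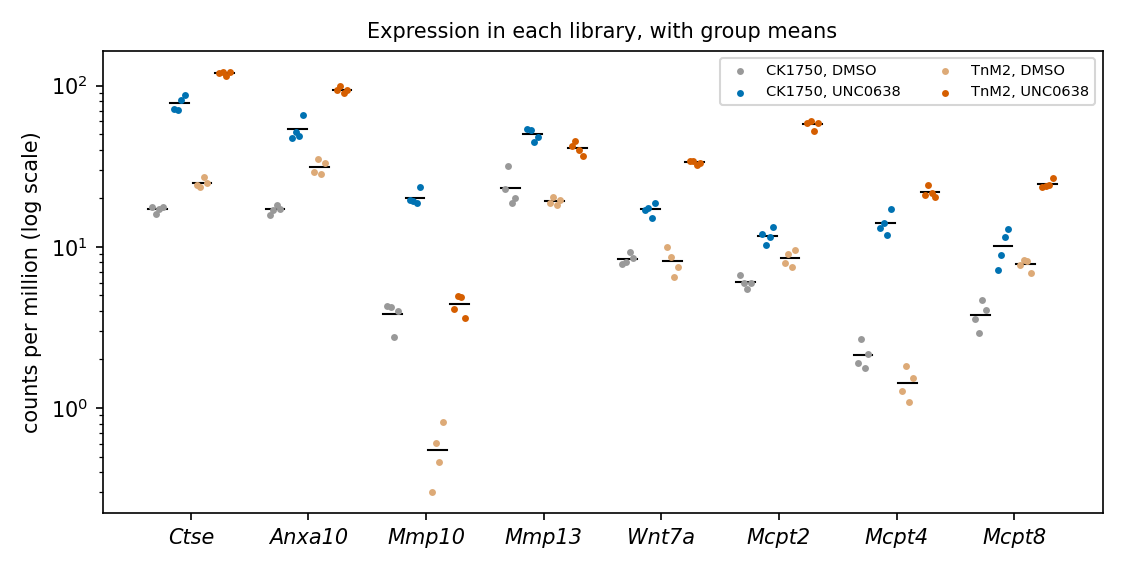
TMM-normalized CPM (log scale) of Ctse, Anxa10, Mmp10, Mmp13, Wnt7a, Mcpt2, Mcpt4 and Mcpt8 in each of the 4 libraries of CK1750 and TnM2 with DMSO or UNC0638; points are libraries and black bars the group means. In each gene and line the 4 UNC0638 points lie above the 4 DMSO points.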

We narrowed our focus to the most significantly upregulated genes enriched in the KRAS-associated and ECM terms as candidates to mediate the TPC phenotype. We confirmed the significant upregulation of multiple genes upon G9ai by qPCR across multiple adenocarcinoma cell lines (Fig. 3b, Supplementary Fig. 5f). To confirm that these genes were also regulated by G9a in vivo, we stained sections of control and *shG9a* tumors. Matrix metalloproteases 10 and 13 (Mmp10 and Mmp13) were expressed in *shG9a* metastases and in *shG9a* primary tumors, but were absent in control tumors (Fig. 3c, Supplementary Fig. 6a). We also confirmed by qPCR that a subset of these genes (*Anxa10*, *Ctse*, *Mmp10*, *Mmp13*, *Lcp1*) were consistently upregulated in *shG9a* tumor cells compared to controls (Supplementary Fig. 6b).

**Fig. 3:**
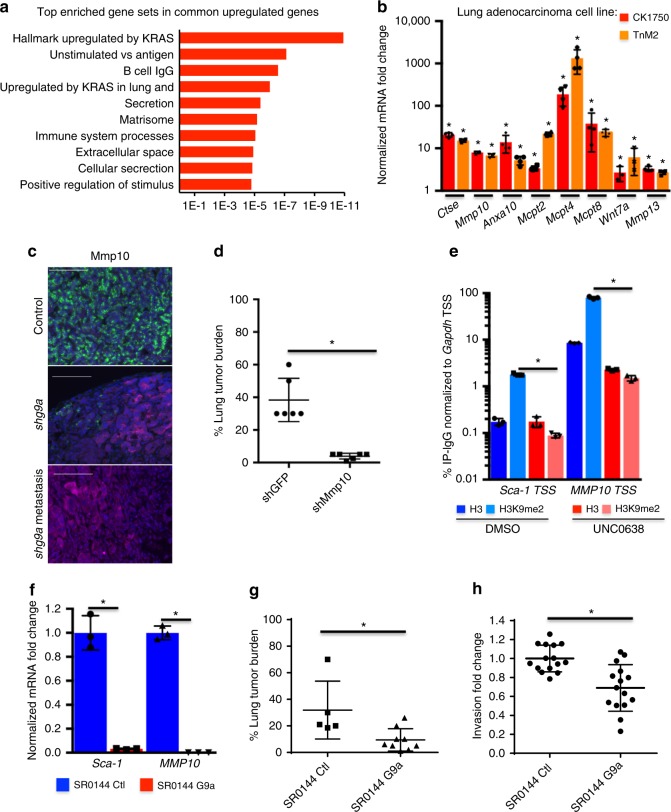
G9a controls TPCs through KRAS-associated and ECM-associated genes. **a** Molecular Signatures Database enrichment of gene terms associated with genes upregulated upon G9a/Glp inhibition. **b** Bar chart of fold change of *Gapdh*-normalized mRNA levels of indicated genes in adenocarcinoma cells treated with 1 µM UNC0638 relative to DMSO-treated controls. Error bars denote standard deviation. *P < 0.05, Fisher’s *t* test, *n* = 4. **c** Representative (*n* = 5) images of *shLuc* control, and *shG9a* lung tumors and *shG9a* metastases immunostained for the indicated proteins. Scale bar = 100 µm. **d** Chart of % lung tumor area per H&E-stained section from recipients of intravenously injected *shGFP*, and *shMmp10* SR0144 *shG9a* lung adenocarcinoma cells. *P < 0.05, Fisher’s *t* test. **e** Representative bar chart of % immunoprecipitation compared to input DNA–IgG of H3 and H3K9me2 ChIPs at the indicated TSS relative to *Gapdh* TSS of lung adenocarcinoma cells treated with 1 µM UNC0638 or DMSO. Error bars denote standard deviation. *P < 0.05, Fisher’s *t* test, *n* = 3 technical replicates. **f** Bar chart of mRNA from the indicated genes normalized to *Gapdh* from control and G9a-overexpressing SR0144 *shG9a* lung adenocarcinoma cells. Error bars denote standard deviation, *P < 0.05, Fisher’s *t* test, *n* = 3. **g** Chart of % lung tumor area per H&E-stained section from recipients of intravenously transplanted control and G9a-overexpressing SR0144 *shG9a* lung adenocarcinoma cells. *P < 0.05, Fisher’s *t* test. **h** Chart of fold change in invasion through a 3D matrix-coated migration transwell of G9a-overexpressing relative to control SR0144 *shG9a* lung adenocarcinoma cells. *P < 0.05, Fisher’s *t* test

Of these genes, Mmp10 was the highest ranked gene enriched in both the KRAS-associated and ECM gene signatures. 

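Mmp10 and Anxa10 led the 8 genes that rose in both lines and belong to both the KRAS list and an ECM list. By the larger of the adjusted p-values of the lines (edgeR with Benjamini-Hochberg adjustment), Anxa10 had 3.13e-11, Mmp10 3.57e-09 and Wnt7a 1.55e-07. By the smaller of the log2 fold changes Mmp10 came first, followed by Anxa10 and Wnt7a. Among all genes that rose in both lines, Mmp10 was the 19th by adjusted p and the 9th by log2 fold change. Of the 83 of these in the KRAS list or an ECM list, Ctse had the lowest adjusted p (1.90e-15), followed by Serpinb9b (3.49e-14), Bgn (8.30e-13), Anxa10, Il1rn (1.97e-09) and Mmp10. Fitted with each line alone, Mmp10 was the first of the 8 by adjusted p, and without TnM2 DMSO replicate 3 the third. Among all genes that rose in both lines it ranged from the 12th to the 22nd with 1 library left out. Mmp10 was the 12th without CK1750 DMSO replicate 3 and the 22nd without TnM2 UNC0638 replicate 1. With at least 10 counts required in every library, Mmp10 was not tested. The paper goes from the genes commonly upregulated across lines to the terms enriched among them. From there it goes to the most significantly upregulated genes of the KRAS-associated and ECM terms as candidates to mediate the TPC phenotype, and among the genes in both kinds of signature it ranks Mmp10 highest.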

Interestingly, Mmp10 has previously been reported as required for lung stem cell expansion as well as lung adenocarcinoma initiation and metastasis^24,25^, making it a logical candidate to mediate the TPC phenotypes regulated by G9a. We depleted Mmp10 from cell lines derived from *shG9a* tumors with shRNA hairpins (Supplementary Fig. 6c) and compared their tumor-forming efficiency with *shGFP* controls. Depletion of Mmp10 in the *shG9a* background significantly reduced tumor burden following intravenous transplantation (38.3 vs. 3.9%, *P* < 0.0001, *t* test) (Fig. 3d), implying that Mmp10 functions in the TPC phenotype. Furthermore, ChIP-PCR showed that H3K9me2 was significantly depleted by G9ai at the TSSs of *Mmp10* as well as *Sca-1* (*P* = 0.004, *P* = 000.5, *t* test) (Fig. 3e), suggesting that transcription of these genes was directly regulated by G9a.

To confirm that G9a controlled the TPC phenotype by suppressing KRAS-associated and ECM-regulating genes, we rescued *G9a* expression in SR0144 cells derived from *shG9a* tumors. Expression of human G9a increased global H3K9me2 compared to Cre-expressing controls (Supplementary Fig. 6d, e). G9a rescue significantly repressed G9a-regulated genes *Sca-1* and *Mmp10* (0.03-fold, *P* = 0.0003 and 0.0008-fold, *P* < 0.0001, *t* test) (Fig. 3f), lowered Sca-1 surface protein levels (Supplementary Fig. 6f), and significantly reduced Mmp enzymatic activity (0.69-fold, *P* = 0.0082, *t* test) (Supplementary Fig. 6g). Following intravenous transplantation, G9a-rescued cells generated a significantly lower lung tumor burden than controls (9.4 vs. 31.9%, *P* = 0.016, *t* test) (Fig. 3g), reinforcing the conclusion that G9a directly regulates TPC tumorigenicity. As G9a represses Mmp10 and other secreted proteases, we asked if G9a could regulate how tumor cells interact with the ECM. When we cultured cells in invasion assays, where serum-starved cells must migrate through a 3D matrix barrier towards serum-rich media, G9a-depleted cells showed significantly more invasion than controls expressing G9a (0.69-fold, *P* = 0.0002, *t* test) (Fig. 3h). There was no difference between cells in a matrix-free migration assay (Supplementary Fig. 6h), suggesting that G9a activity more specifically regulates genes that impact the ability of cells to manipulate the matrix. In total, these data support the conclusion that one way by which G9a suppresses TPC activity is by repression of Mmp10, which in turn influences the ability to degrade the ECM.

### Antagonizing H3K9 KDMs represses TPC phenotypes

*G9a/Glp* are not commonly mutated in lung adenocarcinoma^26^; therefore, we analyzed *G9a* and *Glp* expression in the Directors Challenge data set from over 400 adenocarcinoma patients to determine if G9a may be linked to clinical criteria in patients. *Glp* expression was not predictive of outcome (Supplementary Fig. 7a), yet higher *G9a* expression was correlated with significantly better 10-year survival (*P* = 0.0075, Mantel–Cox log-rank test) (Fig. 4a), as we would predict if G9a functioned as we have shown in the mouse. Interestingly, this contrasts with some previous studies, which have suggested that *G9a* overexpression is associated with worse clinical outcome^9,27^. As chromatin modifications are bi-directionally regulated, we looked to see if any H3K9me1/2 KDMs were also predictive of clinical outcome. We found one H3K9 KDM, *KDM3A* (also *JMJD1A*, *JHDM2A*) for which high expression correlated with worse 10-year survival (*P* = 0.0022, Mantel–Cox log-rank test) (Fig. 4b), consistent with our hypothesis that lower H3K9me1/2 promotes a TPC phenotype and accelerated disease. To test if antagonizing an H3K9me1/2 KDM might impair TPC phenotypes and improve outcome, we depleted *Kdm3a* in CK1750 mouse adenocarcinoma cells (Supplementary Fig. 7b). We observed that *shKdm3a* cells displayed lower organoid-forming efficiency than control *shGFP* cells in 3D culture (Fig. 4c), despite their proliferation rate in adherent culture being comparable to controls (Supplementary Fig. 7c). When *shKdm3a* cells were transplanted into mice, significantly fewer lung and extra-lung tumors formed compared to control cells (Fig. 4d, e), suggesting that the TPC properties of these cells were also impaired. Similarly to rescued *shG9a* adenocarcinoma cells (Fig. 3f), we observed significant downregulation of the G9a targets *Sca-1* and *Mmp10* (Fig. 4f), suggesting that Kdm3a depletion may impede TPCs through the same mechanisms as *G9a* expression in lung adenocarcinoma cells. When we returned to our primary mouse adenocarcinoma data, we found that a different H3K9me1/2 demethylase, *Phf8*, was significantly upregulated in Sca-1+ TPCs (3.6-fold, *P* = 0.022, *t* test) (Supplementary Fig. 7d). We also depleted *Phf8* in CK1750 cells (Supplementary Fig. 7e, f), and found that similarly *shPhf8* cells had a lower organoid-forming efficiency (Supplementary Fig. 7g), formed fewer tumors when transplanted (Supplementary Fig. 7h), and had reduced *Sca-1* and *Mmp10* expression (Supplementary Fig. 7i).

**Fig. 4:**
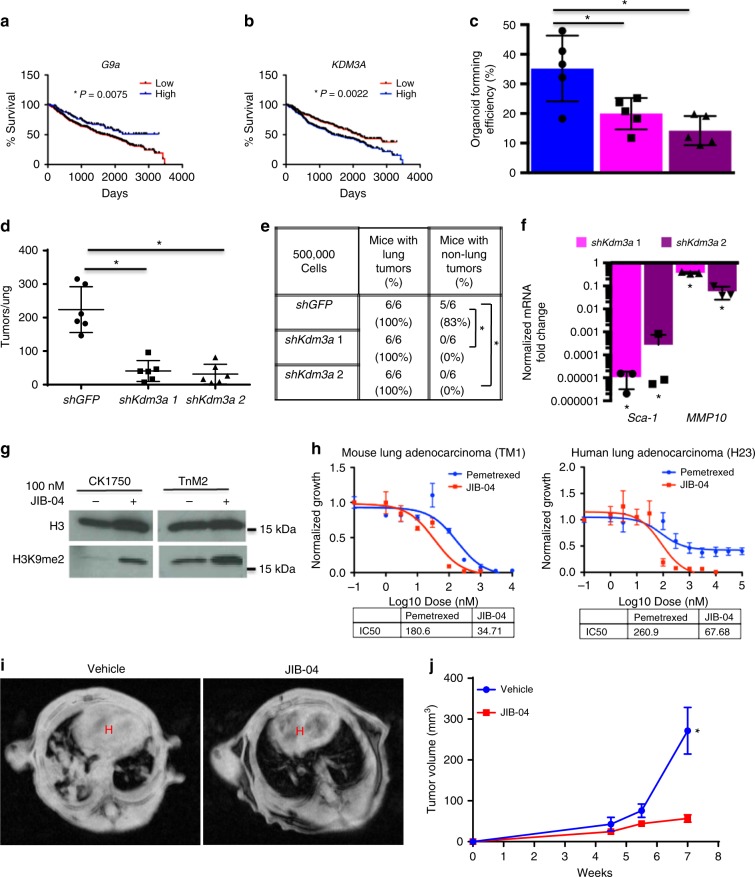
Antagonizing H3K9 KDMs represses TPC phenotypes. **a**, **b** Kaplan–Meier curves of 10-year survival of patients from the director’s challenge cohort of early stage lung adenocarcinoma. Populations sorted for high and low expression of **a** H3K9me1/2 G9a and **b** H3K9me1/2 demethylase KDM3A. *P < 0.05, Mantel–Cox log-rank test. **c** Bar chart of % of cells forming organoids 10 days after 1000 *shGFP* and *shKdm3a* CK1750 adenocarcinoma cells were plated in 3D culture. Error bars denote standard deviation. *P < 0.05, Fisher’s *t* test, *n* = 4. **d** Chart of average number of tumors per H&E-stained section from recipients of intravenously transplanted *shGFP* and *shKdm3a* adenocarcinoma cells. *P < 0.05, Mann–Whitney test. **e** Table of transplanted mice with lung and non-lung tumors. *P < 0.05, Fisher’s exact test. **f** Bar chart of fold change of *Gapdh*-normalized mRNA levels of indicated genes in *shKdm3a* adenocarcinoma cells over *shGFP* control cells. Error bars denote standard deviation. *P < 0.05, Fisher’s *t* test, *n* = 3. **g** Western blot of whole cell lysates from CK1750 adenocarcinoma cells treated with either 100 nM JIB-04 or DMSO for 96 h, and then immunoblotted for the indicated antibodies. **h** Representative dose–response curve of mouse (TM1) and human (H23) NSCLC cells grown for 96 h with JIB-04 or Pemetrexed, normalized to growth with vehicle control. **i** Representative MR images of allograft mice treated with vehicle or JIB-04 at 7 weeks post transplantation. H indicates heart area. **j** Chart of average tumor volume of allografted mice treated with either vehicle or JIB-04. *P < 0.05, Fisher’s *t* test

Currently, there are no inhibitors that specifically target Kdm3a or Phf8; however, there are several broad-spectrum KDM inhibitors, which will inhibit these enzymes along with other KDMs. We found that pan-jumonji inhibitor JIB-04^28^ increased H3K9me2 levels (Fig. 4g), and also resulted in the loss of surface Sca-1 in adenocarcinoma cells (Supplementary Fig. 7j). Furthermore, JIB-04 affected the viability of both mouse and human adenocarcinoma and squamous non-small-cell lung cancer (NSCLC) cell lines. JIB-04 had an approximately equal or lower half-maximal inhibitory concentration (IC_50_) in both mouse and human cell lines than Pemetrexed, a current frontline therapeutic for the treatment of NSCLC (34.71 vs 180.6 nM, 67.68 vs 260.9 nM, Fig. 4h). We also performed allograft transplantations of adenocarcinoma cells into immunologically competent host mice and treated them with either vehicle or JIB-04. After 7 weeks, relative tumor volume was significantly higher in the vehicle cohort compared to JIB-04-treated mice (271.35 vs. 56.7 mm^3^, *P* = 0.0014, *t* test) (Fig. 4i, j), suggesting that targeting TPCs through H3K9me KDM inhibition could be an effective therapy for lung adenocarcinoma.

## Discussion

We found that inhibition of G9a, an HMT previously reported to have oncogenic activity, leads to enhanced TPC function and drives metastatic tumor progression. In vitro and in vivo studies revealed that G9a represses a gene signature highly associated with mutant KRAS-regulating and ECM-regulating genes, including Mmp10, which partially mediates the tumorigenicity of G9a-depleted tumor cells. Conversely, we found that inhibition of H3K9 KDMs (KDMi) may be a beneficial treatment for advanced lung adenocarcinoma. By studying the epigenetic dependencies of TPCs that represent a minority of tumor cells, our work has revealed a potential new therapeutic intervention for advanced lung cancer (Fig. 5).

**Fig. 5:**
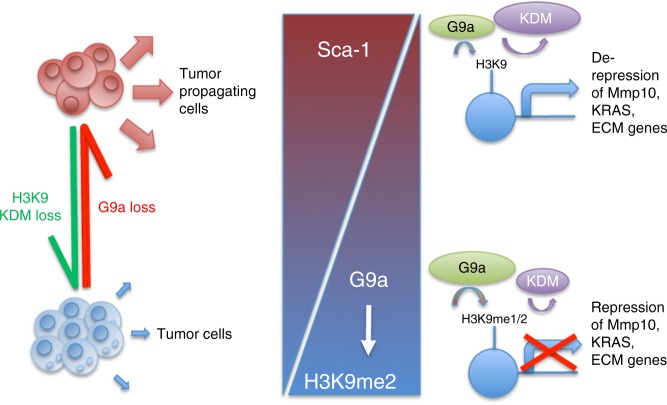
H3K9 methyltransferases and demethylases control lung tumor-propagating cells through transcriptional regulation of Mmp10, KRAS and ECM genes. In lung adenocarcinoma non-stem tumor cells, G9a is relatively highly expressed and H3K9me2 KDMs are relatively under-expressed. Chromatin is relatively enriched in H3K9me2, which represses the transcription of Sca-1, Mmp10, and other genes associated with mutant KRAS and ECM regulation. Loss of G9a or gain of H3K9me2 KDMs reduces H3K9me2 and allows for the expression of previously repressed genes. This enables tumor cells to acquire the tumor-propagating cell phenotype, and the expansion of the tumor-propagating cell population drives lung adenocarcinoma progression and metastasis. Re-expression of G9a or antagonism of H3K9me2 KDMs can reverse the TPC phenotypes, mitigating lung adenocarcinoma progression

Since the discovery of potent G9a/Glp inhibitors, there has been an increase in studies investigating these enzymes in cancer. Indeed, much of the rationale for developing G9a/Glp inhibitors was that many tumors stained positively for these enzymes and this was often correlated with worse outcome^14,15,29^. It has been observed amongst almost all cancer models tested that G9a inhibition has antiproliferative effects, and different mechanisms have been proposed^9,10^. While we found that high concentrations of G9a inhibitors were antiproliferative, we also observed that G9a is downregulated in highly tumorigenic TPCs (and in an H3K9 KDM, Phf8 is upregulated), coinciding with a significant reduction in global H3K9me2. Our data suggest that downregulation of G9a promotes TPCs, leading to disease progression, metastasis, and worse clinical outcome, thus raising caution for the use of G9a inhibitors, particularly for lung cancer treatment.

Our studies suggest that TPCs can promote tumorigenesis and metastasis by influencing the extracellular environment. While our data are consistent with previous studies which found that deleting or inhibiting G9a can increase stem cell or tumor stem-like populations and oppose tissue-specific differentiation^23,30^, we focused this study on the role of G9a in regulation of genes affecting ECM. Mmp10, the G9a target we characterized in lung cancer cells, directly mediates TPC tumorigenicity. In addition to degrading the ECM to facilitate invasion, Mmp10 has also been proposed to promote metastasis by proteolytically regulating extracellular pools of growth factors such as TGF-β and Wnt^24,25,31,32^. While at this stage we cannot rule out an Mmp10 effect on these signaling pathways, we favor the hypothesis that Mmp10 expressed by lung TPCs acts on the ECM, as we observed that G9a-overexpressing cells repress Mmp10, have lower Mmp enzymatic activity, and are partially impaired in invading through a 3D matrix. It has been hypothesized that the tumor microenvironment influences TPCs, but the ability of TPCs to alter their surroundings via ECM remodeling warrants further study.

Mmps are strongly associated with poor survival in lung cancer, but to date trials of Mmp inhibitors have not proven successful, through the lack of efficacy, toxicity, or poor bioavailability^33^. We found that Mmp10 is de-repressed by H3K9 KDMs; therefore, KDMi may prevent or delay the re-expression of these genes, potentially providing another angle to target Mmps in lung cancer. Other studies have also found that KDMs are upregulated in cancers and this correlates with worse outcome^28,34^. This further suggests that KDMi could be a useful therapeutic intervention, particularly as chemoresistance is a proposed TPC trait^35^. JIB-04 is a nonspecific KDM inhibitor and it is unlikely that all the effects we observe are due to its inhibition of H3K9 KDMs. While several more specific KDM inhibitors exist^36,37^, there are none that inhibit all the H3K9me KDMs. The development of pan H3K9me KDM inhibitors would be of great interest and potentially therapeutic benefit for highly refractive diseases such as lung adenocarcinoma. As *KRAS* mutations are common, but KRAS itself is not a druggable target, our finding that H3K9 KDMi decreases expression of genes associated with oncogenic KRAS suggests that H3K9 KDMi represents a viable personalized therapy for patients with *KRAS*-mutated adenocarcinoma.

This study has highlighted the importance of choosing the best model of cellular heterogeneity for analyses that may lead to new therapeutic approaches in cancer. Studies primarily based on cell lines or whole tumors have suggested that G9a is oncogenic and a good target for epigenetic therapy, but our approach, beginning with analyzing different tumor populations, led to a startlingly different conclusion. We propose that analyzing the effects of new therapeutics on different tumor populations, especially the most tumorigenic stem-like cells, would be greatly beneficial. This may increase the success rate of clinical trials and thus reduce the cost and time taken to bring new cancer therapeutics to the patient.

## Methods

### Cell lines

Mouse cell lines CK1750, SC241, and SR0144 were generated as previously described^2^. Cell lines TM1 and TnM2 were previously provided by Monte Winslow. Mouse cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM) + 10% fetal bovine serum (FBS), 4mM l-glutamine, and penicillin/streptomycin at 37 °C with 5% CO_2_. Human H23 cells (ATCC CRL-5800) were used as previously described^38^, cultured in RPMI-1640 media with 10% FBS, 4mM l-glutamine, and 50 U/ml penicillin/streptomycin at 37 °C with 5% CO_2_.

### Vectors

The pLKO.1 *Mmp10*, *Kdm3a* and *Phf8* shRNA construct clones TRCN000031240, TRCN000031241, TRCN0000252743, TRCN0000252745, TRCN0000086826and TRCN0000086827 were purchased from Sigma and the *shGFP* plasmid 12273 was available from Addgene^38^. The *G9a* expression vector^39^ 41721 and Cre expression control vector^40^ 34565 were also purchased from Addgene. The shRNA EHMT2 (G9A) lentiviral vectors were created by cloning hairpin oligonucleotides into the U6shRNA pgkCre backbone, created by the Tyler Jacks lab and available from Addgene as previously described^41^. The vectors used were as follows: *shLuciferase*—FWD, 5′-5Phos/TGA GCT GTT TCT GAG GAG CCT TCA AGA GAG GCT CCT CAG AAA CAG CTC TTT TTT C-3′ and REV, 5′-5Phos/CGA GAA AAA AGA GCT GTT TCT GAG GAG CCT CTC TTG AAG GCT CCT CAG AAA CAG CTC A-3′; *shEHMT2 1*—FWD, 5′-5Phos/TGG CTG CTC CAG GAG TTT AAT TCA AGA GAT TAA ACT CCT GGA GCA GCC TTT TTT C-3′ and REV, 5′-5Phos/TCG AGA AAA AAG GCT GCT CCA GGA GTT TAA TCT CTT GAA TTA AAC TCC TGG AGC AGC CA-3′; *shEHMT2 2*—FWD, 5′-5Phos/TGG AAG AGG AGG AAG AAG AAT TCA AGA GAT TCT TCT TCC TCC TCT TCC TTT TTT C-3′ and REV, 5′-5Phos/TCG AGA AAA AAG GAA GAG GAG GAA GAA GAA TCT CTT GAA TTC TTC TTC CTC CTC TTC CA-3′.

Generation, concentration, and infection of mice with lentivirus was performed as previously described^42^.

### Chemical compounds

The Stem Cell Chemical Library was assembled from commercially available compounds, and diluted to a stock of 10 mM in DMSO. Chemicals were further diluted to 20 µM in DMEM before being added to the cells. The chemicals used are listed in Table 1. UNC0638 was purchased from Cayman Chemical and diluted to a stock of 10 mM in DMSO for all cell culture experiments. JIB-04 was purchased from Tocris was diluted to a stock of 10 mM in DMSO for cell culture experiments and 5.5 mg/ml in Koliphor-EL (Sigma) for mouse experiments. Pemetrexed was purchased from the Dana Faber Cancer Center and was diluted to a stock of 100 mM in ddH_2_O. For cell culture experiments, cells were grown in the presence of the drug for 96 h with fresh media and drugs were supplied at 48 h.

### Flow cytometry of in vitro cultured cells

For flow cytometry screening, CK1750 cells were plated at 300 cells/well in 96-well plates and treated with compounds from the Chemical Library for 96 h. For routine flow cytometry analysis, cells were grown and cultured as described above. Cells were then dissociated, washed, and re-suspended in 2% FBS in phosphate-buffered saline (PBS) (PF2) and stained with anti-CD24-PE (BD Pharmingen 553262, 1:100), anti-Sca-1-APC-Cy7 (BD Pharmingen 560654, 1:100), and DAPI (4′,6-diamidino-2-phenylindole) for 15 min on ice. Cells were washed again and re-suspended in 50 mM EDTA, 2% FBS in PBS, filtered (40 µM), and sorted on a BD LSR II flow cytometer. Data were analyzed with FACSDIA (BD) and FlowJo software (Tree Star). For general flow cytometry analysis of cell surface markers, cells were cultured as described and stained as above and sorted on a BD Fortessa. Example gating strategy is illustrated in Supplementary Figure 8.

### Mouse FACS analysis and sorting

Mice were euthanized with avertin overdose and lungs were dissected and examined grossly for tumor formation. Tumors were dissected from the lungs of primary mice and tumor tissue was prepared as described^2^. Briefly, tumors were isolated, minced, digested rotating for 1 h at 37 °C with 2 mg/ml collagenase/dispase (Roche), and then filtered twice (100 μm, and then 40 μm) after a 5 min incubation with 0.025 mg/ml DNase. Cell lines were trypsinized and then filtered (40 μm). Single-cell suspensions were stained using anti-CD31-APC (BD Pharmingen 551262), anti-CD45-APC (BD Pharmingen 559864), anti-Epcam-PE-Cy7 (BioLegend 118216), anti-CD24-FITC (BD Pharmingen 553261), anti-Sca-1-APC-Cy7 (BD Pharmingen 560654), with DAPI (Sigma) staining to visualize dead cells. All antibodies were incubated for 15–20 min at 1:100 dilutions. Cell sorting was performed with a Beckman Coulter/Cytomation MoFlo or a BD FACS Aria, and data were analyzed with the FlowJo software (Tree Star Inc.). Example gating strategy is illustrated in Supplementary Figure 9.

### Quantitative RT-PCR

qPCR was carried out as previously described^2^. Cultured cells or tissues were harvested and dissociated according to their specific protocols. RNA was isolated using the Absolutely RNA Microprep Kit (Agilent). Complementary DNA was made using the SuperScript III Kit (Invitrogen) and analyzed using TaqMan Assays (Applied Biosystems) with a StepOnePlus™ Real-Time PCR System (Applied Biosystems) and software as per the manufacturer’s recommendations. *Gapdh* (4352339E) was used as an endogenous control for normalization.

### Organoid-forming assays

For organoids derived from cultured adenocarcinoma cells or primary tumors, dissociated single cells were re-suspended in a 1:1 ratio of GFR Matrigel (Corning) and DMEM/F12 supplemented with 1× ITS (Corning) and 95 µl of cell mixture was plated in 6.5 mm, 0.4 µM membrane transwell plates (CoStar). Either 1000 (cell lines) or 5000 cells (Primary cells) were plated per well. Four hundred and ten miroliters of DMEM/F12 was plated beneath the transwell and was refreshed every 48 h. At the end of the culture period, organoids were counted.

### Tumor transplant assays

Intratracheal transplants of primary sorted tumor cells were performed as described^1,2^. Mice were monitored for signs of lung tumor onset and euthanized for gross and histological analysis upon signs of distress. Tail vein injections were performed as previously described^2^, cells were re-suspended in PBS, and mice were sacrificed 2 weeks after injection for analysis of lung metastasis. For limiting dilution assays, cells were re-suspended in PBS and diluted to the appropriate concentrations. Cell suspensions were then mixed 1:1 to Matrigel and injected subcutaneously into immunocompromised mice as previously described^2^. Mice were sacrificed after 3 weeks and tumors were measured and analyzed.

### Western blotting

Western blotting was performed as was previously described^38^, using the following antibodies and concentrations: H3K9me2 (Ab1220, Abcam, 1:1000) and histone H3 (ab1791, Abcam, 1:10,000). Uncropped scans are displayed in Supplementary Figure 10.

### Proliferation assays

Cells were plated at 500 cells per well in 24-well plates and grown for 192 h, with media changes every 48 h and wells fixed at timepoints with 10% formalin. Fixed cells were stained with Crystal violet and eluted stain was measured for OD 600 absorbance on a Synergy Neo plate reader.

### Microarray analysis

Microarray analysis was performed as previously described^2^.

### ChIP and ChIP-seq

Treated cell lines were crosslinked with 1% formaldehyde in PBS for 10 min at room temperature (RT), washed in 5 mg ml^−1^ bovine serum albumin in PBS and then in just cold PBS, re-suspended in lysis buffer (50 mM Tris-HCl, pH 8.1, 10 mM EDTA, 1% sodium dodecyl sulfate (SDS), 1× complete protease inhibitors (Roche)) and sonicated with the Covaris M220 sonicator to obtain chromatin fragment lengths of 200–500 bp judged by Bioanalyzer DNA High Sensitivity Kit (Agilent). Fragmented chromatin was diluted in immunoprecipitation (IP) buffer (20 mM Tris-HCl, pH 8.1, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100) and incubated overnight at 4 °C with Protein G magnetic beads (Dynabeads: Life Technologies) that had been pre-incubated with H3K9me2 (Abcam, ab1220, 62.5 ng/µl) or H3K9me1 (Abcam, ab8896, 62.5 ng/µl) antibodies. Immunoprecipitates were washed six times with wash buffer (50 mM HEPES, pH 7.6, 0.5 M LiCl, 1 mM EDTA, 0.7% Na deoxycholate, 1% NP-40) and twice with TE buffer. Immunoprecipitated (or no IP input) DNA was treated with RNase A and proteinase K on the beads, recovered in 1% SDS and 0.1 M NaHCO_3_ over a period of 5 h at 65 °C, and column purified with DNA clean and concentrator-25 (Zymo Research). One to ten nanograms of DNA were used for the library construction using NEBNext Ultra DNA Library Prep Kit (NEB E7370). Sequencing was performed on a NextSeq (Illumina) for 38 nucleotides from paired ends according to the manufacturer’s instructions.

Sequenced reads were mapped to reference mouse genome build 38 (mm10), using bowtie2 aligner. H3K27Ac-modified regions were identified using MACS (version 1.4.2) as previously described^43^, with a *P* value cutoff of 1E−5 and with default values for other parameters. Computer code is available upon request. Quantitative differences of histone modification between treated and non-treated cell lines were analyzed using the MAnorm algorithm with a *P* value cutoff of 1E−10 and >1 log 2 fold change.

Wiggle files with a 10 bp resolution for H3K9me2 and H3K27ac modifications were generated by MACS v1.4.2 with tag shift and then rescaled to a larger of total number of uniquely alignable sequences in two data sets. Histone modification profiles were then generated with the “heatmap” function or the SitePro module in Cistrome analysis pipeline (http://cistrome.org/). Wiggle files were also visualized in the Integrative Genomics Viewer^44^. ChIP-seq experiments were performed with an *n* of four biological replicates

For ChIP-PCR, purified DNA from IPs as described using H3K9me2 (Ab1220, Abcam), histone H3 (ab1791, Abcam), or IgG antibodies and input DNA was amplified using the SYBR Green (Applied Biosystems) with a StepOnePlus™ Real-Time PCR System (Applied Biosystems) and software as per the manufacturer’s recommendations. The primer sequences used were as follows: *Gapdh* TSS—FWD, 5′-CTC TCT TTG GAC CCG CCT CAT TT-3′ and REV, 5′-GAG TCC TAT CCT GGG AAC CAT CAC-3′; *Sca-1* TSS—FWD, 5′-TAA CT TTT CCA GGC CAT CAT-3′ and REV, 5′-GTT CCT CCC CAA CTG CTA TAA-3′; *Mmp10* TSS—FWD, 5′-TGA CCT AAA CAC CGA CTC CCT-3′ and REV, 5′-AGG ATG GCT AGT GGC TCC AT-3′.

### RNA-sequencing

RNA-seq was performed by the Molecular Biology Core Facilities at the Dana-Farber Cancer Institute. RNA libraries were prepared using Illumina TruSeq Stranded mRNA Sample Preparation Kits from 500 ng of purified total RNA according to the manufacturer’s protocol. The resultant dsDNA libraries were quantified by Qubit fluorometer, Agilent TapeStation 2200, and quantitative reverse transcription PCR using the Kapa Biosystems Library Quantification Kit according to the manufacturer’s protocols. Uniquely indexed libraries were pooled in equimolar ratios and sequenced on a single Illumina NextSeq500 run with single-end 75 bp reads by the Dana-Farber Cancer Institute Molecular Biology Core Facilities.

Sequenced reads were aligned to the UCSC mm9 reference genome assembly and gene counts were quantified using STAR (v2.5.1b)^45^. Differential gene expression testing was performed by DESeq2 (v1.10.1)^46^ and normalized read counts (RPKM) were calculated using cufflinks (v2.2.1)^47^. RNA-seq analysis was performed using the VIPER snakemake pipeline (https://bitbucket.org/cfce/viper/).

### Immunofluorescence and immunohistochemistry

Immunofluorescence of tumor sections was performed as previously described^2^, with antibodies for pro-SPC (1:200, Santa Cruz), G9a (ab185050, Abcam, 1:200), Notch3 (5276S, Cell Signaling, 1:100), Mmp10 (ab59437, Abcam, 1:100), Mmp13, (ab39012, Abcam, 1:100), and Mcpt4 (ab92368, Abcam, 1:100). Immunohistochemistry was performed as described^2^ with anti-Ki-67 (1:10,000, Novocastra) antibodies and developed using Vectastain Elite ABC Kit (Vector Labs). Imaging was performed with a Nikon 90i camera and NIS-Elements software and processed with NIS-Elements and Adobe Photoshop.

### Mice and tissues

*Lox-Stop-Lox-Kras*^*G12D*^;*p53*^*fl/fl*^ and *Lox-Stop-Lox-Kras*^*G12D*^ mice^48,49^ were maintained in virus-free conditions in the 129 SvJae background. All mouse experiments were approved by the BCH Animal Care and Use Committee and by the Dana-Farber Cancer Institute Institutional Animal Care and Use Committee, both accredited by AAALAC, and were performed in accordance with relevant institutional and national guidelines and regulations. Lung tissue preparation was as described^2^ and sections were analyzed for tumors by at least two investigators including a pathologist with expertise in murine lung cancer. Tumor burden, the percentage of lung filled with tumor, was calculated using ImageJ to measure total lung and tumor area from hematoxylin and eosin (H&E)-stained paraffin sections from each mouse. For metastases, heart, liver, spleen, kidneys, lymph nodes, and chest wall were also analyzed.

### Kaplan–Meier analysis

Raw gene expression data from the Director’s Challenge human lung adenocarcinoma samples^50^ were obtained (https://caintegrator.nci.nih.gov/caintegrator/). Probe intensities from the Affymetrix U133A platform used in these studies were normalized and modeled using the dChip software^51^ (http://biosun1.harvard.edu/complab/dchip). Kaplan–Meier survival analyses were implemented after the samples were hierarchically clustered based on *EHMT2* (G9a), *KMD3A*, *EHMT1* (Glp), or *PHF8* expression. Survival differences between the two risk groups were assessed using the Mantel–Cox log-rank test.

### Cell viability assays

Cell lines were dissociated, counted, and plated at 3000 cells per well in 96-well plates with drug concentrations of the following doses: JIB-04—0, 1, 3, 10, 30, 100, 300, and 1000 nM; Pemetrexed—0, 1, 10, 100, 300, 1000, 3000, and 10,000 nM. Edge wells were filled with PBS. Fresh media and drug were added after 48 h. After 96 h, cells were fixed with 10% formalin. Fixed cells were stained with Crystal violet and eluted stain was measured for OD 600 absorbance on a Synergy Neo plate reader. Results from independent biological replicate experiments were input into the GraphPad Prism software to extrapolate IC_50_ and s.e.m. of IC_50_ for a given cell line using the nonlinear regression analysis of log(inhibitor) vs. normalized response with a variable slope.

### Invasion and migration assays

Invasion and migration assays were performed with 24-well transwell plates according to the manufacturer’s instructions (Corning). Briefly, cells were serum-starved overnight, harvested with Accutase (Millipore), and counted. The bottom chambers of transwells were filled with 700 μl serum-free media or serum, and 30,000 cells per well were plated in triplicate in 100 μl serum-free media in the top chambers. After a 24-h incubation, nonmigratory cells were removed with a cotton swab, and the migratory cells were fixed with formalin and stained with DAPI. The number of DAPI+ cells were counted and the average number of cells invading or migrating was calculated.

### Mmp activity assay

The Mmp activity assay (ab112126, Abcam) was used as per the manufacturer’s instructions. Briefly, a 70% confluent 10 cm plate of cells was washed with PBS and scraped off in 1 ml 0.5% Triton X in PBS. Cell lysate was incubated in ice for 15 min with occasional inversions, then centrifuged at 10,000 rpm at 4 °C for 10 min. The supernatant was separated and used in the protocol as instructed. Mmps were activated for 40 min at 37 °C and fluorescence was read on a Synergy Neo plate reader.

### Treatment and MRI of orthotopic allograft mouse models

Allograft of lung adenocarcinoma cells was performed as previously described. Tumor bearing mice were randomized into cohorts treated either with vehicle (Kolliphor-EL) or 55 mg/kg JIB-04 3× per week for 7 weeks. The mice were imaged by magnetic resonance imaging biweekly to determine the tumor volume during the respective treatments as described previously in a non-blinded fashion^52^. The tumor burden volume and quantification were reconstructed on the 3D slicer software (http://www.slicer.org). Imaging was performed with a Nikon 90i camera and NIS-Elements software and processed with NIS-Elements and Adobe Photoshop.

### Statistics

The tests used to determine statistical significance are quoted in the appropriate figure legend. *P* values are quoted either within the text or when indicated in the figure itself, and *P* values <0.05 were considered significant. When comparing sets of continuous data from different animals, the Kolmogorov–Smirnov test for normalcy was used to determine if a parametric or non-parametric test was required, except where indicated, all tests were two tailed.

## Electronic supplementary material

Supplementary Information

## Data Availability

Data are available upon reasonable request. The ChIP-seq data and RNA-seq that support the findings of this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE100455 and GSE120073. Correspondence and requests for materials should be addressed to C.F.K.

How the deposited data were processed for this re-analysis (not part of the article)

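RNA-seq of the mouse lung adenocarcinoma lines CK1750 and TnM2 with 1 µM UNC0638 or 0.01% DMSO for 96 h was analysed from the tables that the authors deposited, with 4 libraries per line and treatment. Libraries were assigned to line, treatment and replicate number from their labels, and every value column belongs to a library. The first table holds gene counts, which the authors made by aligning reads to mm9 with STAR, as whole numbers that are not normalized. The second table holds RPKM values, which the authors made with cufflinks 2.2.1. The methods name STAR 2.5.1b and DESeq2 1.10.1 within the VIPER pipeline, and the submitters' processing notes name STAR 2.5 and bcl2fastq 2.18, and list hg19 beside mm9. The strand setting of the counting and the gene annotation are not given in the sources used here, so reads of genes that overlap on opposite strands cannot be told apart for certain. The ChIP-seq of the paper was not analysed here.

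Gene names are those of the count table. Of 24047 genes, 17903 had a count in any library and 12607 passed edgeR's filter on low counts (filterByExpr on the 4 groups). These were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization and the quasi-likelihood test in a fit of 4 group means. The contrasts were UNC0638 minus DMSO in CK1750, the same in TnM2, and the TnM2 response minus the CK1750 response. A call is an adjusted p under 0.05 after Benjamini-Hochberg adjustment within a contrast, and standard errors were computed from the log2 fold change and the F statistic. The paper's statistics section takes p-values under 0.05 as significant, and its text does not name an adjustment for the RNA-seq or the rule behind its commonly upregulated genes; a gene called in the same direction in both lines was taken as commonly changed. Levels are TMM-normalized CPM, as mean ± SD over the 4 libraries. Single levels of Ly6a, Ehmt2 and Ehmt1 were compared with an exact permutation test, two-sided, with 4 libraries against 4.

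Gene lists were fixed before the data were examined, from general knowledge and, for the ECM lists and the Ly6 family, from gene name patterns. They cover genes raised by oncogenic KRAS, outputs of ERK signalling, core ECM proteins, ECM regulators, secreted factors, ECM-affiliated proteins, the cluster of mast cell proteases and granzymes, mast cell markers, H3K9 methyltransferases and their partners, H3K9 demethylases, TPC markers, the Ly6 family, germline genes, interferon response, MHC class I, cholesterol synthesis, lysosome and autophagy, amino acid stress, the unfolded protein response, cell cycle, p53 targets, AT2 markers, airway and AT1 markers, gastric and gut genes, epithelial genes, mesenchymal genes, NF-κB and inflammation, neuronal genes, imprinted genes, NRF2 targets, hypoxia and glycolysis, fibroblast and endothelial markers, and leukocyte markers. The protease cluster includes Mcpt2, Mcpt4 and Mcpt8, which the paper shows as raised in Fig. 3b, so its tests are not independent of the paper's choice of genes. The Molecular Signatures Database, which the paper used, was not used here. Lists with at least 5 tested members were tested with camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2), with Benjamini-Hochberg adjustment over 31 lists within a contrast, and again with an estimated correlation and with fry. Mast cell markers and germline genes had 2 tested members each and were not tested as lists. Of the calls of lists within a line, 13 were made with the preset correlation, and 2 of these held with an estimated correlation, those of the protease cluster and of AT2 markers in TnM2. Enrichment among commonly changed genes was tested with Fisher's exact test, one-sided, over the tested genes. This exact test treats genes as independent, so its p-values may be too small for genes that vary together. Mouse Reactome pathways shipped with fgsea 1.28.0 were tested with camera as the lists were, 820 of 1457 having 10 to 500 tested genes after their gene numbers were matched to names through a RefSeq table. That table is of another assembly, GRCm38.p6, than the mm9 of the counts, so it was used only for names and for which genes neighbour each other. With it 11924 of the tested genes (94.6%) were placed. The neighbour of a gene is the next tested gene placed on its chromosome, with any untested genes between them skipped. Transcripts of neighbouring genes, from a GENCODE reference annotation, were searched for stretches of 31 bases that both hold on either strand, which was possible for 99.4% of the pairs.

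Named genes follow a rule fixed before the data were examined: the genes the paper names, the genes with the largest changes in each line and in both, those with the strongest difference between lines, and the leading members of each list, 231 genes in all. The text names some of these, picked after their values were seen. Igfbp3, Plau, Angptl4 and Lif, and of the runs along a chromosome the genes Dbf4, Slc25a40, Rundc3b, Abcb1a, Abcb1b, Abcb4, Gzmd, Scara3, Clu, Ephx2, Chrna2, Gtsf1, Nckap1l and Pde1b, lie outside the rule and were named after their values were seen.

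Depth was 13407824 to 23215066 counts per library. The tests were tested on simulated data made from the means and library sizes of these libraries. For CK1750, edgeR recovered 77.1% of genes changed by 0.5 on the log2 scale, 95.1% at 1 and 98.6% at 2. Of its calls 5.76% were false, over 12607 genes, and of TnM2 genes left unchanged it called 0. Few genes were changed in the simulation, and each gene was drawn independently of the others. These shares need not hold for the real libraries, where 29.4% of the tested genes were called in CK1750. The comparison with matched random lists, run on 12000 simulated genes, placed 6% of unshifted random lists, and 28% of lists strongly biased in a matched property, above the central 95%, so that a value just above it decides little for such lists. The alternatives were RLE size factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, each line fitted alone, the replicate number as a block, limma on log2(RPKM + 1) and log2(RPKM + 0.1) of genes with an RPKM of at least 1 in 4 libraries and on log2(RPKM + 1) with no filter, an adjusted p under 0.01, a log2 fold change beyond 1, and each of the 16 libraries left out. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.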

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

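The tests of the share of KRAS list genes that rose and of the scaling of the cell cycle list were chosen after their results were seen; the other tests of this part were not. Of 58 cell cycle genes, 53 were higher with UNC0638 in CK1750 and 50 in TnM2, with median log2 fold changes of 0.62 and 0.36, which the paper does not analyse; it reports no effect of this dose on proliferation (Supplementary Fig. 2c, d). The upper limit of the central 95% of medians of 10000 random lists matched on expression, transcript length and GC content was at most 0.052 (permutation p = 1e-04 in both lines, the smallest these lists can give), which argues against those properties. Such lists treat genes as independent, and with an estimated correlation the cell cycle list did not pass camera (adjusted p = 0.286 in CK1750 and 0.395 in TnM2). The lowest number called higher with 1 library left out was 42, in TnM2 without TnM2 DMSO replicate 1, which argues against a single library. Under 4 scalings (TMM, RLE, DESeq2, RPKM) the median of the list lay 0.55 to 0.63 above that of all genes in CK1750 and 0.35 to 0.37 above it in TnM2, and the first quartile at least 0.44 and 0.26 above it, which argues against scaling, since a factor for a library moves all genes alike. A response to UNC0638 is consistent with these values, as a hypothesis found and tested on the same libraries; a difference in growth or density between the treated and control cultures was not tested.

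KRAS list and ECM genes were frequent among commonly upregulated and among commonly downregulated genes. Of the KRAS list 22 genes rose and 16 fell in both lines, and of the 384 ECM genes 69 rose and 44 fell (odds ratio 2.11, p = 2.04e-05 for the fall, Fisher's exact test, one-sided). In 10000 random lists matched on expression and on the spread between replicates, the upper limit of the central 95% of the number that rose was 16 for the KRAS list and 36 for the ECM lists, and of the number that fell 14 and 30, which argues against expression level and spread as the whole reason. The share of commonly changed genes that rose was 57.9% in the KRAS list (95% confidence interval 40.8 to 73.7, exact) and 54.4% among other genes (p = 0.743, Fisher's exact test, two-sided), so a shift of the list towards higher expression cannot be told apart from a list that changes in both directions, since 38 listed genes are too few. A response to UNC0638 of such genes in both directions stays open as a hypothesis.

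The number of genes that responded exceeded what regrouped libraries gave. Of the 35 ways to split the 8 libraries of a line, only the real division, 1 of 35, called as many genes. It called 3712 in CK1750 (highest other split 1) and 3355 in TnM2 (highest other split 0). Of 100 drawn splits of both lines only the real one, 1 of 100, called as many in both (1645, highest other split 0). No other drawn split kept the real division of both lines, so none held responses that the lines could share. A chance division of the libraries is thus unlikely for the counts within a line. A chance difference between cultures cannot be excluded, since nothing says that a group's libraries came from separate cultures. For genes whose response differed between the lines, 854 by edgeR's interaction test (420 with the higher response in TnM2 and 434 in CK1750), 3 of 100 splits gave as many, the real one included, and the highest other split gave 2147. These splits cannot decide on chance for this count: both larger ones are among the 6 that keep the real division of 1 line and regroup the other, which turns the response of 1 line into a difference, and the 93 that keep neither, which called at most 0, hold no response in either line. The count of 854 was 473 without CK1750 DMSO replicate 1, 1447 without CK1750 UNC0638 replicate 1, 546 without CK1750 UNC0638 replicate 3, 516 without TnM2 DMSO replicate 1, 525 without TnM2 DMSO replicate 4, 569 without TnM2 UNC0638 replicate 1 and 487 without TnM2 UNC0638 replicate 2.

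Of the genes named, these differed in response between lines, given as the log2 fold change in TnM2 minus that in CK1750 (edgeR's interaction test, adjusted p under 0.05). The value was above 0 for Ly6a (0.50), Mcpt2 (1.79), Mcpt4 (1.20), Wnt7a (1.04), Kras (0.24), Tm4sf1 (2.69), Tnip3 (1.25), Rasal1 (0.38), Mcpt1 (1.78), Lad1 (0.89), Rasgrp3 (1.33), Dkk2 (2.61), Vcam1 (1.27), Sqle (0.21), Sftpb (1.43), Ly6c1 (0.51), Bgn (0.44), Col8a1 (0.56), Il1rn (0.45), Spry2 (0.43) and P4ha2 (0.71). It was below 0 for Ehmt2 (-0.29), Aldh1a1 (-0.50), Vip (-2.52), Chst1 (-0.69), Cd55 (-1.44), Tk1 (-0.73), Bub1 (-0.38) and Tapbp (-0.28). The difference of Kras did not pass without CK1750 DMSO replicate 1 or 3, CK1750 UNC0638 replicate 3, TnM2 DMSO replicate 1 or 4 or TnM2 UNC0638 replicate 2 (adjusted p from 0.0551 to 0.0717). The difference of Rasal1 did not pass without CK1750 DMSO replicate 1, 2, 3 or 4, CK1750 UNC0638 replicate 3 or 4, TnM2 DMSO replicate 1, 2, 3 or 4 or TnM2 UNC0638 replicate 1 or 2 (adjusted p from 0.0510 to 0.118). The difference of Sqle did not pass without CK1750 DMSO replicate 1, 2 or 3, CK1750 UNC0638 replicate 1, 2 or 3, TnM2 DMSO replicate 1, 2, 3 or 4 or TnM2 UNC0638 replicate 1, 2 or 3 (adjusted p from 0.0521 to 0.0951). The difference of P4ha2 did not pass without CK1750 DMSO replicate 1, 3 or 4, CK1750 UNC0638 replicate 2, 3 or 4, TnM2 DMSO replicate 1, 2, 3 or 4 or TnM2 UNC0638 replicate 1, 2 or 3 (adjusted p from 0.0574 to 0.102). The difference of Bub1 did not pass without CK1750 DMSO replicate 1 or 2, CK1750 UNC0638 replicate 2 or 4, TnM2 DMSO replicate 1, 2, 3 or 4 or TnM2 UNC0638 replicate 1, 2, 3 or 4 (adjusted p from 0.0510 to 0.0984).

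As lists, with camera's preset correlation, the response differed between lines for the KRAS list (median difference 0.061, adjusted p = 0.0494), ERK outputs (0.18, adjusted p = 0.00174), the protease cluster (0.25, adjusted p = 0.00199), lysosome and autophagy (-0.11, adjusted p = 1.10e-04), the cell cycle (-0.26, adjusted p = 1.87e-06), AT2 markers (0.45, adjusted p = 0.00549) and airway and AT1 markers (0.42, adjusted p = 0.00662), with positive values for a higher response in TnM2. None of these 7 held with an estimated correlation (adjusted p from 0.0782 for AT2 markers to 0.721 for the cell cycle). Lists the paper does not discuss passed camera for UNC0638 against DMSO, with median log2 fold changes of 0.62 and 0.36 for the cell cycle in CK1750 and TnM2, -0.245 and -0.226 for cholesterol synthesis, -0.22 for NF-κB and inflammation in CK1750, -0.31 for hypoxia and glycolysis in CK1750, -0.075 for lysosome and autophagy in TnM2 and 0.47 for AT2 markers in TnM2, of which only the last held with an estimated correlation (adjusted p = 0.0124).

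In 22 of 359 groups of 4 libraries, where chance gives about 5%, a library stood apart from the other 3 by Dixon's ratio of its gap to the range, above the 95% critical value. In CK1750 with DMSO these were Gapdh (0.912, replicate 2 low), Epcam (0.873, replicate 3 low), Fmo1 (0.930, replicate 3 high), Prex1 (0.837, replicate 4 high), Cd55 (0.886, replicate 4 low), Dkk2 (0.889, replicate 1 high), and P4ha2 (0.898) and Aldoc (0.871), both with replicate 2 low and both picked after this was seen. In CK1750 with UNC0638 these were Ehmt2 (0.840, replicate 3 high), Trp53 (0.904, replicate 2 low), Mki67 (0.916, replicate 4 low) and Tapbp (0.834, replicate 3 high). In TnM2 with DMSO they were Gapdh (0.8295, replicate 3 low), Aldh1a1 (0.949, replicate 2 high), Fmo1 (0.850, replicate 4 low), Rasgrp3 (0.881, replicate 4 low), Dkk2 (0.902, replicate 3 low), Suv39h2 (0.861, replicate 2 high), Gzme (0.859, replicate 3 low) and Tex11 (0.927, replicate 2 high), and with UNC0638 Notch3 (1, replicate 4 high, at 0.0884 CPM with 0 in the other libraries) and Nt5e (0.902, replicate 1 high). Gapdh did not pass edgeR's test in either line, and without CK1750 DMSO replicate 2 it passed, with a log2 fold change of -0.22 in CK1750 (adjusted p = 0.00504) and -0.19 in TnM2 (adjusted p = 0.00658). No TnM2 library was left out there, and the joint fit shares its estimate of the spread between lines.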

How the results depend on the processing

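No alternative of this part was chosen after a result was seen. The replicate numbers were checked for pairing. Libraries of a line with the same number had deviations from their group means that correlated at 0.203, 0.045, 0.050 and -0.069 in CK1750. In TnM2 these correlated at 0.036, 0.029, 0.129 and 0.103. Of the 8 pairs 3 correlated above 0.1, and 2 of 8 libraries correlated best with their own number. The values give no clear pairing and do not exclude a weak one, and the main fit had no block. With the replicate block, 3933 genes changed in CK1750, 3521 in TnM2, 1734 in both, and 1121 differed in response, the KRAS list passed among commonly downregulated genes (odds ratio 2.14), and the core ECM list no longer did (1.97). The counts of changed genes, 3712 in CK1750, 3355 in TnM2 and 1645 in both, stayed within 1.5 times under every alternative except stricter thresholds: at an adjusted p under 0.01 they were 2206, 2023 and 929, and with a log2 fold change beyond 1 they were 310, 336 and 132, both by construction. The 854 differing responses became 248 and 96 at these thresholds, and 1485 with each line fitted alone, where the difference was tested with a normal approximation. The correlation of responses (0.571) was 0.142 without the filter on low counts, 0.410 on log2(RPKM + 1), 0.384 on log2(RPKM + 0.1) and 0.363 on log2(RPKM + 1) with no filter. The enrichment of the KRAS list among commonly upregulated genes passed under every alternative run, as did those of core ECM proteins and ECM regulators. All of these used the same exact test, which treats genes as independent. That of secreted factors (odds ratio 2.36) did not pass with DESeq2 (1.93), no filter (1.74), log2(RPKM + 1) (2.09), the same with no filter (1.097), an adjusted p under 0.01 (2.31) or a log2 fold change over 1 (4.22). That of ECM-affiliated genes (2.37) did not pass with DESeq2 (2.30), no filter (1.93), log2(RPKM + 1) (1.79), log2(RPKM + 0.1) (2.04), log2(RPKM + 1) with no filter (1.68), an adjusted p under 0.01 (2.88) or a log2 fold change over 1 (5.88). Among commonly upregulated genes 10 lists were enriched, and 6 with a log2 fold change over 1, where the cell cycle and mesenchymal lists, with no gene left, had an odds ratio of 0. The KRAS list among commonly downregulated genes (odds ratio 2.00, adjusted p = 0.0509) passed with RLE size factors (2.01), DESeq2 (2.08), no filter (2.30), at least 10 counts (2.04), each line alone (2.43), log2(RPKM + 1) (2.43), log2(RPKM + 0.1) (2.45) and log2(RPKM + 1) with no filter (3.10). Enriched lists there numbered 5, and 8 with no filter, 9 with at least 10 counts, 10 with each line alone, 1 at an adjusted p under 0.01 and 0 with a log2 fold change over 1. Calls of lists within a line numbered 13, and 2 with an estimated correlation and 35 with fry, which does not compare a list with other genes and gave TPC markers in CK1750 the other direction (adjusted p = 2.70e-06). The rank of Mmp10 (2) was 1 with each line alone and by log2 fold change, and had no value with at least 10 counts in every library. On log2(RPKM + 1), with and without a filter, the sign of the TnM2 minus CK1750 response turned for Mmp10 (-0.65), Kctd12b (0.36), Wnt4 (0.33) and Ly6f (1.03), from 0.52, -0.03, -0.56 and -2.04. On log2(RPKM + 0.1), where only the added value differs, no named gene turned its sign with a call in either setting. These turns thus depended on the value added. Apart from that and the thresholds, the causes of the changes in this paragraph were not tested.

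With each of the 16 libraries left out in turn, changed genes numbered 2828 to 4187 in CK1750, 2680 to 3769 in TnM2 and 1403 to 1656 in both, and 473 to 1447 differed in response, with the 7 libraries behind that range named above. The correlation of responses was 0.497 to 0.561, calls of lists 13 to 15, enriched lists among commonly upregulated genes 9 to 12, and the odds ratios there 2.201 to 3.02 for the KRAS list, 2.98 to 3.83 for core ECM proteins, 2.91 to 4.01 for ECM regulators, 1.96 to 2.63 for secreted factors and 1.79 to 3.16 for ECM-affiliated genes. Secreted factors did not pass without TnM2 DMSO replicate 2 or TnM2 UNC0638 replicate 3 (adjusted p = 0.0856 and 0.0598), and ECM-affiliated genes without TnM2 DMSO replicate 2 or TnM2 UNC0638 replicate 1 (adjusted p = 0.254 and 0.0570). Among commonly downregulated genes the odds ratio of the KRAS list was 1.84 to 2.38, passing without CK1750 DMSO replicate 2, 3 or 4, CK1750 UNC0638 replicate 1, 2 or 3, TnM2 DMSO replicate 3 or TnM2 UNC0638 replicate 3 (adjusted p from 0.0148 to 0.0336), and the enriched lists, 5 with all libraries, numbered 2 to 9: 2 without CK1750 DMSO replicate 1 or TnM2 DMSO replicate 1 or 2, 3 without TnM2 DMSO replicate 4 or TnM2 UNC0638 replicate 2, 3 or 4, and 9 without TnM2 DMSO replicate 3. The core ECM list there did not pass without CK1750 DMSO replicate 1, CK1750 UNC0638 replicate 4, TnM2 DMSO replicate 1, 2 or 4 or any TnM2 UNC0638 replicate (adjusted p from 0.0513 to 0.109). The rank of Mmp10 was 2 to 3 (3 without TnM2 DMSO replicate 3), the share of the KRAS and ECM lists among the 100 top genes 17% to 20%, and the genes of Fig. 3b that passed in both lines 8 to 8. The paper took its candidates from the genes most upregulated in this RNA-seq, so that last count is not independent of these data. Of the values of named genes under these settings, 4125 kept their call, 19 passed where they had not, and 80 no longer passed; a change of sign between values that both fail the test counts as kept. Depth limits the genes with few counts: Mmp10 in TnM2 with DMSO was 0.550 ± 0.221 CPM.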

Differences from the paper's values

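No test of this part was chosen after a result was seen. The paper's fold changes are RT-qPCR values normalized to Gapdh, those here are of TMM-normalized counts from the RNA-seq libraries. The paper's text gives a 104.3-fold increase of Sca-1 mRNA, with no line named beside it, taken as that of TnM2 by the order and height of the bars of Fig. 1c, where Ly6a was 2.15-fold higher here by edgeR's fit; none of the alternatives set before the data were examined came within the paper's value (2.06 to 2.23). For CK1750 the paper's values differ: the first fold of its text is 2.1, taken as that of CK1750 by order alone, while the bar of Fig. 1c is at about 3.3, read by eye. Ly6a in CK1750 was 1.52-fold higher here, within 1.5 times the first and not within the second, which no alternative reached (1.46 to 1.57). The other values are read by eye from Fig. 3b, whose error bars are standard deviations of 4 measurements. Ctse was about 20-fold higher in CK1750 and about 15-fold higher in TnM2 in Fig. 3b, read by eye, and 4.54-fold and 4.77-fold here. Anxa10 was about 14-fold and about 5-fold higher in Fig. 3b, read by eye, and 3.12-fold and 3.00-fold here. Mcpt2 was about 3.5-fold and about 22-fold higher in Fig. 3b, read by eye, and 1.95-fold and 6.73-fold here. Mcpt4 was about 180-fold and about 1300-fold higher in Fig. 3b, read by eye, and 6.45-fold and 14.8-fold here. Mcpt8 was about 37-fold and about 24-fold higher in Fig. 3b, read by eye, and 2.67-fold and 3.16-fold here. For these 5 genes no alternative came within the paper's values. Mmp10 in CK1750 was about 8-fold higher in Fig. 3b, read by eye, and 5.25-fold here; it came within that value without CK1750 DMSO replicate 1, CK1750 DMSO replicate 2, CK1750 UNC0638 replicate 2 or CK1750 UNC0638 replicate 3, and not under the other alternatives. Mmp13 in CK1750 was about 3.3-fold higher in Fig. 3b, read by eye, and 2.13-fold here; it came within that value with limma on log2(RPKM + 0.1), without CK1750 DMSO replicate 2 and without CK1750 UNC0638 replicate 3, and not under the other alternatives. Mmp10 and Mmp13 in TnM2, and Wnt7a in both lines lay within 1.5 times the paper's values or within the error. All 8 of these Fig. 3b genes rose in both lines here, as in the paper. The paper took its candidates from the genes most upregulated in its RNA-seq, so their rise in these libraries is not independent support.

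The paper states that signatures of oncogenic KRAS were the most significantly enriched among the commonly upregulated genes. With the lists used here, which are not the paper's, the KRAS list was enriched (odds ratio 2.39, adjusted p = 0.00319, Fisher's exact test with Benjamini-Hochberg adjustment) and had the 5th lowest p of 31, after the cell cycle, ECM regulators, core ECM proteins and the protease cluster. By the same exact test it had the second lowest p without the filter on low counts (24 genes, p = 1.30e-05), at an adjusted p under 0.01 (21 genes, p = 5.86e-07) and with a log2 fold change over 1 (6 genes, p = 7.55e-04, after the protease cluster), and the third lowest on log2(RPKM + 1) with no filter and without TnM2 DMSO replicate 3. No alternative gave it the lowest. The protease cluster holds genes that the paper shows as raised in Fig. 3b, so its place before the KRAS list is not independent of that choice. The paper ranks Mmp10 highest of the genes in both kinds of signature. By adjusted p it was the second of 8 here, after Anxa10, and by log2 fold change the first of 8, as also by adjusted p with each line fitted alone.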

Other observations

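The test of neighbouring genes without pairs that share a stretch of sequence was chosen after a result was seen; the other tests of this part were not. Ly6a, which encodes Sca-1, was 263 ± 20.8 CPM with DMSO and 399 ± 37.4 with UNC0638 in CK1750, a fold of 1.52, and 21.7 ± 2.38 and 46.4 ± 4.06 in TnM2, a fold of 2.14 (n = 4 libraries each, exact permutation test, two-sided, p = 0.0286 in each line, the smallest that 4 against 4 libraries allow). With DMSO it was 12.1-fold higher in CK1750 than in TnM2 (p = 0.0286, the same exact test). Of 14 tested genes of the Ly6 family, 6 rose in CK1750, and 7 rose and 1 fell in TnM2 (when adjusted over the list alone 6 rose, and 7 rose and 1 fell), among them Ly6c1 with a log2 fold change of 1.18 in CK1750 and 1.69 in TnM2 (edgeR, adjusted p under 0.05 with Benjamini-Hochberg adjustment, as for every gene called here). The family was higher in both lines with camera (adjusted p = 0.0105 and 0.00289; adjusted p = 0.367 and 0.226 with an estimated correlation). Of 13 TPC markers, 4 rose and 6 fell in CK1750, and 4 rose and 2 fell in TnM2 (when adjusted over the list alone 4 rose and 7 fell, and 4 rose and 2 fell): Aldh1a1, Ly6a, Nt5e, which encodes the ectonucleotidase CD73, and Procr, the protein C receptor, rose in both lines, while Epcam, an epithelial adhesion molecule, had -1.57 in CK1750 and -1.66 in TnM2 and Itgb4, an integrin of hemidesmosomes, -0.54 in CK1750 and -0.62 in TnM2. Cd24a, which encodes CD24, was lower in CK1750 (adjusted p = 0.0233 from edgeR, log2 fold change -0.20 to -0.12 with 1 library left out). That call was lost in 5 of the 16 leave-one-out settings. In TnM2 its libraries overlapped, at 1298 to 1381 CPM with DMSO and 1182 to 1319 with UNC0638. Notch3 had few counts, at 0.693 to 1.27 CPM with DMSO and 0.0697 to 0.533 with UNC0638 in CK1750. Its log2 fold change there was -2.32 to -1.46 with 1 library left out. TPC markers were enriched among commonly upregulated genes (4 of 13, odds ratio 5.83, adjusted p = 0.0372, Fisher's exact test, one-sided, Benjamini-Hochberg). This did not hold with a log2 fold change over 1, where 1 was left (adjusted p = 0.290). Of Aldh1a1, Ly6a, Nt5e and Procr, the paper uses only Ly6a to mark TPCs. Of its other TPC markers, Cd24a, Itgb4 and Notch3 were not among the commonly upregulated genes. Among commonly downregulated genes TPC markers did not pass (2 of 13, odds ratio 2.88, adjusted p = 0.369). Also enriched among commonly upregulated genes were the Ly6 family (5 of 14, odds ratio 7.30, adjusted p = 0.0108), which shares Ly6a with them, the protease cluster (5 of 7, 32.9, adjusted p = 2.59e-04) and mesenchymal genes (7 of 32, 3.68, adjusted p = 0.0243), the last not on log2(RPKM + 1) or log2(RPKM + 0.1), at an adjusted p under 0.01 or with a log2 fold change over 1. The protease cluster holds Mcpt2, Mcpt4 and Mcpt8, which the paper shows as raised, so its enrichment is not independent of the paper's choice of genes. Of the inhibited enzymes, Ehmt2 was 402 ± 11.4 and 423 ± 15.5 CPM in CK1750 (exact permutation test, two-sided, p = 0.0571) and 370 ± 11.9 and 319 ± 12.3 in TnM2 (p = 0.0286), and Ehmt1 gave p = 0.571 and 0.686. Of 16 H3K9 methyltransferases and partners, 3 rose and 4 fell in CK1750, and 5 rose and 2 fell in TnM2 (when adjusted over the list alone 3 rose and 4 fell, and 5 rose and 2 fell), with Suv39h2, another H3K9 methyltransferase, at 0.54 in CK1750 and 0.53 in TnM2 and Cbx5, the heterochromatin protein HP1α, at 0.25 in CK1750 and 0.19 in TnM2. Of 11 H3K9 demethylases, 7 fell in CK1750, and 3 fell in TnM2 (when adjusted over the list alone 8 fell, and 3 fell), with Kdm3a at -0.53 in CK1750 and -0.37 in TnM2 and Phf8 at -0.33 in CK1750 and -0.26 in TnM2, where it did not pass without TnM2 DMSO replicate 1 or 3 or TnM2 UNC0638 replicate 2, 3 or 4 (adjusted p from 0.0663 to 0.101). As a list they were lower in CK1750 (adjusted p = 0.0145; adjusted p = 0.482 with an estimated correlation) and did not pass in TnM2 (adjusted p = 0.267), and the difference between lines did not pass (adjusted p = 0.189).

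Markers of alveolar type II cells rose in TnM2: of 15, 5 rose and 2 fell in CK1750, and 7 rose and 1 fell in TnM2 (when adjusted over the list alone 6 rose and 3 fell, and 12 rose and 2 fell), and the list was higher in TnM2 (adjusted p = 1.96e-04 with camera, and 0.0124 with an estimated correlation) and not in CK1750 (adjusted p = 0.628), with a difference between lines that passed at adjusted p = 0.00549 and had adjusted p = 0.0782 with an estimated correlation. Sftpb, a surfactant protein, was 3.72 ± 0.466 CPM with DMSO and 10.2 ± 0.860 with UNC0638 in TnM2, with a log2 fold change of 1.47, and had 0.04 in CK1750 (adjusted p = 0.853). Of 14 airway and AT1 markers, 2 rose and 4 fell in CK1750, and 7 rose and 3 fell in TnM2 (alone 2 rose and 4 fell, and 8 rose and 3 fell), and the list did not pass in either line except in TnM2 without TnM2 DMSO replicate 1 (adjusted p = 0.0421). In this and the lists that follow, the counts after "alone" are those adjusted over the list alone. Of 25 NF-κB and inflammation genes, 3 rose and 14 fell in CK1750, and 5 rose and 8 fell in TnM2 (alone 3 rose and 15 fell, and 5 rose and 8 fell), with Nfkbia, the inhibitor of NF-κB, at -0.52 in CK1750 and -0.43 in TnM2; the list was lower in CK1750 (adjusted p = 0.00201; adjusted p = 0.286 with an estimated correlation) and did not pass in TnM2 (adjusted p = 0.198; difference between lines 0.250). Of 29 hypoxia and glycolysis genes, 13 fell in CK1750 and 7 in TnM2 (15 and 7 when adjusted over the list alone) and the others did not pass, with Ndrg1, a hypoxia-induced gene, at -0.65 in CK1750 and -0.47 in TnM2; the list was lower in CK1750 (adjusted p = 0.00201; adjusted p = 0.754 with an estimated correlation) and did not pass in TnM2 (adjusted p = 0.169, and 0.0138 without CK1750 DMSO replicate 2; difference 0.126). In P4ha2 and Aldoc of this list, picked after their values were seen, CK1750 DMSO replicate 2 lay near the UNC0638 libraries. P4ha2, a collagen prolyl hydroxylase, was at 16.6 CPM there, at 31.5 to 33.9 in the other DMSO libraries and at 13.7 to 16.1 with UNC0638. Aldoc, a glycolytic aldolase, was at 111, 162 to 171 and 104 to 116. In Ndrg1 the other DMSO libraries were at 154 to 174 CPM and the UNC0638 libraries at 82.3 to 110. CK1750 DMSO replicate 2, at 127, lay between them. Without that library 22 genes of the list fell in CK1750 (adjusted p = 1.73e-10 for the list) and 13 in TnM2, and without CK1750 DMSO replicate 1, 7 fell and 1 rose in CK1750 (adjusted p = 0.0260). The TnM2 libraries were all kept in these settings, and the joint fit shares its estimate of the spread between lines. Of 50 lysosome and autophagy genes, 7 rose and 8 fell in CK1750, and 2 rose and 17 fell in TnM2 (alone 7 rose and 8 fell, and 3 rose and 19 fell), with Flcn, folliculin, at -0.37 in CK1750 and -0.42 in TnM2 and Sqstm1, the autophagy receptor p62, at -0.28 in CK1750 and -0.36 in TnM2; the list was lower in TnM2 (adjusted p = 3.52e-05; adjusted p = 0.226 with an estimated correlation) and did not pass in CK1750 (adjusted p = 0.748; difference between lines 1.10e-04, and 0.306 with an estimated correlation). Among commonly downregulated genes, cholesterol synthesis (12 of 25, odds ratio 14.8, adjusted p = 1.40e-07), NF-κB and inflammation (8 of 25, 7.52, adjusted p = 0.00101), hypoxia and glycolysis (7 of 29, 5.08, adjusted p = 0.0130), amino acid stress (7 of 34, 4.13, adjusted p = 0.0259) and core ECM proteins (13 of 103, 2.31, adjusted p = 0.0488) were enriched (Fisher's exact test, one-sided, Benjamini-Hochberg). The last of these did not pass without CK1750 DMSO replicate 1, CK1750 UNC0638 replicate 4, TnM2 DMSO replicate 1, 2 or 4 or any TnM2 UNC0638 replicate (adjusted p from 0.0513 to 0.109). Of 820 Reactome pathways, camera called 152 higher in CK1750, 73 in TnM2 and 65 in both, led by mitosis and DNA replication, and 26, 21 and 15 lower, among them cholesterol biosynthesis; the leading ones did not hold with an estimated correlation (adjusted p = 0.539 for mitotic prometaphase in CK1750).

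With all libraries, the other lists did not pass camera in either line; epithelial genes passed in TnM2 without TnM2 UNC0638 replicate 1 (adjusted p = 0.0485). Of 24 ERK outputs, 3 rose and 10 fell in CK1750, and 5 rose and 2 fell in TnM2 (alone 4 rose and 11 fell, and 7 rose and 3 fell), with Egr1 at -0.65 in CK1750 and -0.47 in TnM2 and Spry2 at -0.10 in CK1750, where it did not pass except without CK1750 DMSO replicate 2 (-0.13, adjusted p = 0.0498), and 0.33 in TnM2. Of 33 interferon response genes, 8 rose and 3 fell in CK1750, and 3 rose and 4 fell in TnM2 (alone 9 rose and 5 fell, and 3 rose and 4 fell), and of 16 MHC class I genes, 2 rose and 2 fell in CK1750, and 2 rose and 6 fell in TnM2 (alone 2 rose and 2 fell, and 2 rose and 6 fell), with Tapbp, tapasin, at -0.30 in CK1750 and -0.59 in TnM2. Of 34 amino acid stress genes, 11 rose and 7 fell in CK1750, and 5 rose and 7 fell in TnM2 (alone 11 rose and 8 fell, and 7 rose and 9 fell), and of 22 genes of the unfolded protein response, 6 rose and 2 fell in CK1750, and 6 rose and 2 fell in TnM2 (alone 6 rose and 2 fell, and 10 rose and 2 fell). Of 27 p53 targets, 6 rose and 7 fell in CK1750, and 3 rose and 4 fell in TnM2 (alone 8 rose and 8 fell, and 3 rose and 4 fell), with Cdkn1a, the CDK inhibitor p21, at -0.59 in CK1750 and -0.51 in TnM2. Of 34 gastric and gut genes, 8 rose and 6 fell in CK1750, and 10 rose and 7 fell in TnM2 (alone 8 rose and 6 fell, and 10 rose and 8 fell). Of 25 epithelial genes, 3 rose and 7 fell in CK1750, and 3 rose and 9 fell in TnM2 (alone 3 rose and 7 fell, and 3 rose and 12 fell), and of 32 mesenchymal genes, 10 rose and 8 fell in CK1750, and 10 rose and 4 fell in TnM2 (alone 11 rose and 9 fell, and 10 rose and 4 fell). Among the collagens, Col1a1 had 1.13 in CK1750 and 0.53 in TnM2, where it did not pass without TnM2 UNC0638 replicate 2 (0.48, adjusted p = 0.0510), and Col6a1 had -0.34 in CK1750 and -0.22 in TnM2, where it did not pass without TnM2 DMSO replicate 1, 2 or 3 or TnM2 UNC0638 replicate 1, 2 or 4 (adjusted p from 0.0544 to 0.0884). Of 12 neuronal genes, 3 rose and 2 fell in CK1750, and 3 rose and 2 fell in TnM2 (alone 4 rose and 2 fell, and 3 rose and 2 fell), of 19 imprinted genes, 3 rose and 2 fell in CK1750, and 2 rose and 3 fell in TnM2 (alone 3 rose and 2 fell, and 2 rose and 3 fell), and of 31 NRF2 targets, 10 rose and 4 fell in CK1750, and 8 rose and 5 fell in TnM2 (alone 14 rose and 5 fell, and 10 rose and 6 fell). Among markers of other cell types, of 8 fibroblast and endothelial markers, 3 rose in CK1750, and 3 rose and 1 fell in TnM2 (alone 3 rose, and 3 rose and 1 fell), of 6 leukocyte markers, 3 rose and 2 fell in CK1750, and 1 rose in TnM2 (alone 3 rose and 2 fell, and 1 rose), of 2 mast cell markers 1 rose in each line, Tpsab1, and of 2 germline genes, Brdt (log2 fold change -0.12, adjusted p = 0.751 in CK1750, and -0.21, adjusted p = 0.429 in TnM2) and Tex11 (-0.69, adjusted p = 0.175, and -0.31, adjusted p = 0.627), neither passed. The signs of median, mean and camera's direction were not all the same in CK1750 for core ECM proteins, lysosome and autophagy, the unfolded protein response, p53 targets, AT2 markers, mesenchymal genes and leukocyte markers, and in TnM2 for core ECM proteins, ECM-affiliated genes, TPC markers, MHC class I, amino acid stress, p53 targets, mesenchymal genes, imprinted genes and fibroblast and endothelial markers; none of these lists passed camera in that line.

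A neighbour is here the next tested gene on the chromosome, so genes that were not tested may lie between. Commonly upregulated genes lay next to each other more often than shuffled genes. There were 94 neighbouring pairs of 11904, where the upper limit of the central 95% of 10000 shuffles was 75 and their mean 60.6. The longest runs, picked after they were seen, were Dbf4, Slc25a40, Rundc3b, Abcb1a, Abcb1b and Abcb4, then Mcpt2, Mcpt4, Mcpt8, Gzme and Gzmd, and with 4 genes each Ly6e, Ly6a, Ly6c1 and Ly6f, Scara3, Clu, Ephx2 and Chrna2, and Itga5, Gtsf1, Nckap1l and Pde1b. Without pairs that overlap or whose symbols open with the same letters there were 70 pairs, just above the same limit of 67 (mean 53.0, permutation p = 0.0106), which argues against reads shared between such pairs as the whole reason. That rule keeps relatives with unlike symbols, such as Mcpt8 and Gzme. Without pairs whose transcripts share 31 bases or that lie in the protease cluster as well, 62 pairs were left. These lay within the limit of 63 (mean 49.3, one-sided permutation p = 0.0358). The ratio of pairs to the mean was 1.32 before this step and 1.26 after it. The step does not decide the question, and reads shared between relatives stay open as a source of the excess. The hypothesis that this clustering belongs to genes that rise was not borne out: commonly downregulated genes were clustered as well (56 pairs without overlaps or symbols that open alike, mean 36.7, a ratio of 1.52 against 1.32, and 52, mean 34.3, without shared stretches as well, above the limit of 46), and the ratio was higher for genes that rose in 21.1% of 10000 bootstrap draws of chromosomes, so clustering shared by all genes that respond may account for it.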
